# Exposure to high-sugar diet induces transgenerational changes in sweet sensitivity and feeding behavior via H3K27me3 reprogramming

**DOI:** 10.7554/eLife.85365

**Published:** 2023-09-12

**Authors:** Jie Yang, Ruijun Tang, Shiye Chen, Yinan Chen, Kai Yuan, Rui Huang, Liming Wang

**Keywords:** feeding, sensory system, diet, epigenetics, H3K27me3, *D. melanogaster*

## Abstract

Human health is facing a host of new threats linked to unbalanced diets, including high-sugar diet (HSD), which contributes to the development of both metabolic and behavioral disorders. Studies have shown that diet-induced metabolic dysfunctions can be transmitted to multiple generations of offspring and exert long-lasting health burden. Meanwhile, whether and how diet-induced behavioral abnormalities can be transmitted to the offspring remains largely unclear. Here, we showed that ancestral HSD exposure suppressed sweet sensitivity and feeding behavior in the offspring in *Drosophila*. These behavioral deficits were transmitted through the maternal germline and companied by the enhancement of H3K27me3 modifications. PCL-PRC2 complex, a major driver of H3K27 trimethylation, was upregulated by ancestral HSD exposure, and disrupting its activity eliminated the transgenerational inheritance of sweet sensitivity and feeding behavior deficits. Elevated H3K27me3 inhibited the expression of a transcriptional factor Cad and suppressed sweet sensitivity of the sweet-sensing gustatory neurons, reshaping the sweet perception and feeding behavior of the offspring. Taken together, we uncovered a novel molecular mechanism underlying behavioral abnormalities spanning multiple generations of offspring upon ancestral HSD exposure, which would contribute to the further understanding of long-term health risk of unbalanced diet.

## Introduction

Dietary factors play a critical role in regulating multiple biological processes and influencing animal metabolism and behavior. For example, dietary restriction extends lifespan through metabolic regulation (Anson et al., 2003; Wu et al., 2019), while high-fat diet (HFD) and high-sugar diet (HSD) lead to obesity and various metabolic dysfunctions (Birse et al., 2010; Buettner et al., 2007; Palanker Musselman et al., 2011). Evidence has also emerged indicating that dietary factors impact gene expression through epigenetic modifications, which may contribute to these metabolic syndromes (Park et al., 2017). In addition to the direct effects of dietary changes within the same generation of animals, dietary changes may also lead to alterations in the germline cells which exert long-lasting effects in the following generations. Studies on individuals who were born during the Dutch and Chinese famine demonstrate that prenatal exposure to undernutrition environments causes overweight and insulin resistance in the offspring (Heijmans et al., 2008; Li and Lumey, 2017; Ravelli et al., 1998; Tobi et al., 2014). Animal models such as worms, flies, and mice also indicate that exposure to abnormal diets induces various transgenerational metabolic disorders, including diabetes, obesity, hyperlipidemia, and so forth (Dunn and Bale, 2011; Huypens et al., 2016; Somer and Thummel, 2014; Stegemann and Buchner, 2015; Wei et al., 2014).

Such transgenerational inheritance upon dietary changes is thought to be mediated by several epigenetic factors, including DNA methylation, non-coding RNA (ncRNA), and histone modifications (Bohacek and Mansuy, 2015; Heard and Martienssen, 2014; Miska and Ferguson-Smith, 2016; Skvortsova et al., 2018). For example, studies in *Caenorhabditis elegans* demonstrate that starvation alters organismal metabolism spanning three subsequent generations via small RNAs (Rechavi et al., 2014), and HFD induces lipid accumulation signals which can be transmitted to multiple generations through H3K4me3 modifications (Wan et al., 2022). Similarly, previous reports on HFD mouse model have shown that in utero exposure to HFD causes a metabolic syndrome through epigenetic modifications of adiponectin and leptin signaling, and that sperm tsRNA signaling contributes to intergenerational inheritance of an acquired metabolic disorder (Chen et al., 2016; Masuyama and Hiramatsu, 2012). Dietary factors can also alter animal behaviors. For example, HFD affects the feeding and cognitive behaviors of mice (Arnold et al., 2014; Pendergast et al., 2013). In human studies, children of famine survivors had higher chances to develop psychological trauma or insanity (Kelly, 2019; Li et al., 2015; Painter et al., 2006), which implies that an abnormal diet may lead to behavioral disorders with transgenerational inheritance.

The fruit flies *Drosophila melanogaster* is a valuable model for studying the transgenerational inheritance of animal behaviors. The effects of diet changes on various fly behaviors have been demonstrated in flies. For example, starvation increases files’ locomotion and food-seeking behavior (Yu et al., 2016), and HSD reshapes sweet perception and promotes feeding (May et al., 2019). Moreover, there is accumulating evidence of diet-induced transgenerational inheritance in *Drosophila*. For example, changes in dietary yeast concentrations induce transgenerational somatic rDNA instability and copy number reduction (Aldrich and Maggert, 2015). HFD exposure induces transgenerational cardiac lipotoxicity through H3K27me3 modifications (Guida et al., 2019). A low protein diet leads to transgenerational reprogramming of lifespan through E(z)-mediated H3K27me3 modifications (Xia et al., 2016). There is also evidence that behavioral changes in *Drosophila* can be transmitted to subsequent generations: exposure to predatory wasps leads to transgenerational ethanol preference via maternal NPF repression (Bozler et al., 2019).

HSD results in many physiological responses and metabolic/behavioral disorders in the same generation of *Drosophila* (Chen et al., 2021; Chng et al., 2017; May et al., 2019; van Dam et al., 2020). Some metabolic changes, such as obese- and diabetes-like phenotypes, can be passed on to their offspring through germline epigenetic alterations (Buescher et al., 2013; Karunakar et al., 2019; Öst et al., 2014; Palanker Musselman et al., 2011). However, the possibility and mechanisms of transgenerational inheritance of behavioral changes upon HSD exposure are far less studied in fruit flies.

In this study, we found that HSD induced metabolic and behavioral dysfunctions as previously reported, and discovered that HSD suppressed sweet sensitivity and feeding behavior in the offspring. Furthermore, chromatin-immunoprecipitation followed by sequencing (ChIP-seq) data revealed that this transgenerational behavioral change was mediated by upregulated H3K27me3 modifications transmitted through the maternal germline. More specifically, we identified that ancestral HSD exposure elevated H3K27me3 levels in the promoter region of *cad* gene, resulting in a reduction in its mRNA expression in the sweet-sensing gustatory neurons of offspring, eventually reshaping the sweet perception and feeding behavior. Taken together, our study uncovered a novel molecular mechanism underlying the transgenerational behavioral changes upon ancestral HSD exposure, and shed light on the understanding of long-term health risks of dietary abnormalities in human.

## Results

### HSD feeding suppressed sweet sensitivity and feeding behavior spanning multiple generations

Previous work has shown that ancestral exposure to abnormal diets (such as HFD and HSD) led to various metabolic dysfunctions in the offspring, including cardiac lipotoxicity, diabetes, and obesity (Chen et al., 2022; Guida et al., 2019; Kaspar et al., 2020; Wan et al., 2022). However, whether ancestral experience exerted transgenerational behavioral modulations was still unclear. To address this question, we used *D. melanogaster* as a model system to examine the potential transgenerational behavioral effect of HSD.

Wild-type flies were raised with HSD from the embryo stage to adulthood (termed HSD-F0 flies). Fresh embryos of HSD-F0 flies were transferred back to normal diet (ND) and raised on ND until adulthood (termed HSD-F1 flies). These HSD-F1 flies were further raised and mated on ND to generate multiple generations of offspring (HSD-F2 to -F5 flies). Flies continuously raised on ND without any HSD exposure were used as ND-fed controls (Figure 1A). Essentially, HSD-F1 to -F5 flies and ND-fed control flies were all raised on ND food from their embryo stage, thus any metabolic and behavioral differences among them were likely attributed to ancestral exposure to HSD and its transgenerational effect on offspring.

**Figure 1.**
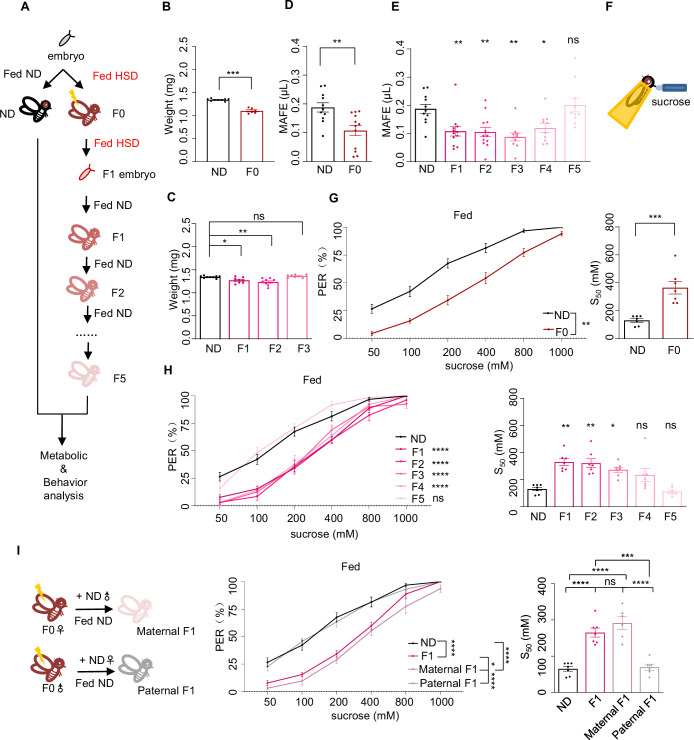
Ancestral high-sugar diet (HSD) exposure decreased sweet sensitivity and feeding behavior across multiple generations of offspring. (**A**) The illustration of experimental design for **B**-**I**. The embryos of wild-type *Canton-S* flies were collected and fed with normal diet (ND) (black, referred to ND controls) or HSD (red, referred to HSD-F0) until maturity. HSD-F0 flies were mated to produce the next generation (HSD-F1). The embryos of HSD-F1 flies were transferred to ND right after egg laying and kept on ND until adulthood. HSD-F1 flies were mated to propagate multiple generations of offspring (HSD-F2 to F5) on ND diet for metabolic and behavioral assays. (**B–C**) The body weight of individual flies from different treatment groups (n=6 biological replicates, each containing 5 flies). (**D–E**) Volume of 400 mM sucrose consumed by individual flies using the Manual Feeding (MAFE) assay (n=10–12). (**F**) Schematic illustration of the proboscis extension reflex (PER) assay. (**G–I**) Fractions of flies showing PER responses to different concentrations of sucrose (n≥6 biological replicates, each containing 8–12 flies). The S_50_ indicated the sucrose concentration that induced PER responses in 50% of the tested flies. Data were shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 1—source data 1.Raw data of the metabolic and behavioral experiments shown in Figure 1.

**Figure 1—figure supplement 1.**
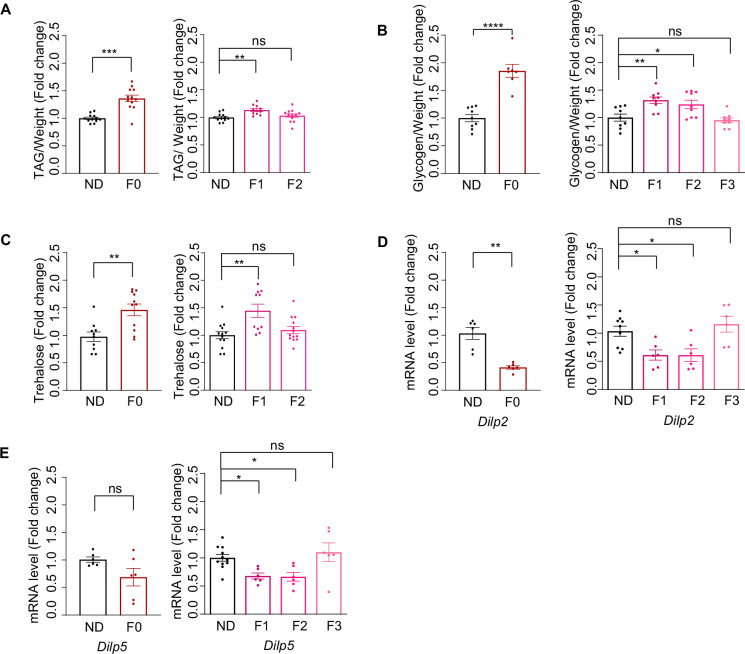
Ancestral high-sugar diet (HSD) exposure induced metabolic changes in the offspring. (**A–C**) The levels of triglyceride (**A**), glycogen (**B**), and trehalose (**C**) of individual female flies of the indicated groups (normalized with normal diet [ND] flies, n=8–15 biological replicates, A and C containing 5 flies, B containing 40–60 flies). (D–E) mRNA expression levels of *Dilp2* (**D**) and *Dilp5* (**E**) in the head tissues of indicated flies by qPCR (n=6–9 biological replicates, each containing 15 flies). Data are shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 1—figure supplement 1—source data 1.Raw data of the metabolic and qPCR experiments shown in Figure 1—figure supplement 1.

**Figure 1—figure supplement 2.**
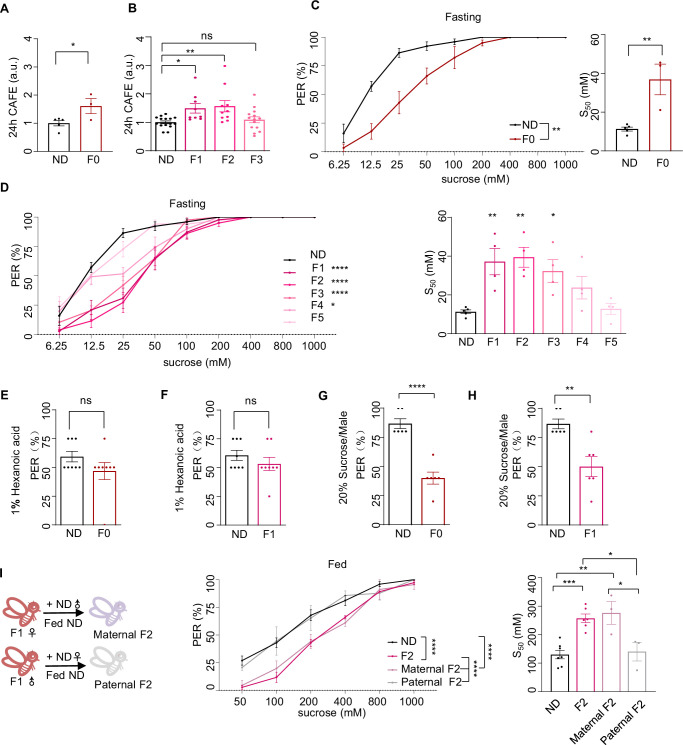
Ancestral high-sugar diet (HSD) exposure induced behavioral changes in the offspring. (**A–B**) Volume of 20% sucrose consumed by indicated flies during 24 hr using the Capillary Feeder (CAFE) assay (normalized with normal diet [ND] flies, n=3–15 biological replicates, each containing 20 flies). (**C–D**) Fractions of indicated flies showing proboscis extension reflex (PER) responses to different concentrations of sucrose (n=3–6 biological replicates, each containing 8–12 flies). The S_50_ indicated the sucrose concentration that induced PER responses in 50% of the tested flies. The flies in B and C were pre-starved for 12 hr (fasting) before the assay. (**E–F**) Fractions of flies showing PER responses to 1% hexanoic acid (n=8, each containing 5 flies). (**G–H**) Fractions of male flies showing PER responses to 20% sucrose (n=6, each containing 5 flies). (**I**) Fractions of indicated flies showing PER responses to different concentrations of sucrose (n=3–6 biological replicates, each containing 8–12 flies). The S_50_ indicated the sucrose concentration that induced PER responses in 50% of the tested flies. Data were shown as means ± SEM. ns p>0.05; * p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 1—figure supplement 2—source data 1.Raw data of the metabolic and behavioral experiments shown in Figure 1—figure supplement 2.

We first assayed multiple physiological and metabolic parameters of HSD-F0 flies versus ND-fed controls to validate our HSD-feeding protocol. Compared to ND flies, HSD-F0 flies exhibited decreased body weight (Figure 1B). In contrast, their triglyceride and glycogen storage levels, as well as trehalose levels, the major circulating sugar in the fly hemolymph, were elevated (Figure 1—figure supplement 1A–C). Hyperglycemia together with weight loss was a sign of insulin signaling dysfunction. We therefore quantified the mRNA levels of two important insulin-like molecules in flies, *Drosophila* insulin-like peptide 2 (DILP2) and DILP5, which were both released by insulin-producing cells in the fly brain upon nutrient uptake (Ikeya et al., 2002). As expected, the expression levels of these genes were downregulated in HSD-F0 flies (Figure 1—figure supplement 1D–E).

These data suggest that HSD feeding leads to the development of a diabetes-like phenotype in the same generation (HSD-F0) as previously reported (Chen et al., 2021; Palanker Musselman et al., 2011; van Dam et al., 2020). Furthermore, we also found out that HSD-F1 flies exhibited similar physiological and metabolic changes as HSD-F0 flies despite the former not experiencing HSD feeding (Figure 1C, Figure 1—figure supplement 1A–E), suggesting transgenerational inheritance of metabolic programming upon ancestral HSD exposure (Buescher et al., 2013).

Next, we asked whether ancestral HSD exposure resulted in behavioral abnormalities and whether this effect could also be transmitted to the offspring. Given that insulin signaling played an important role in feeding regulation (Porte et al., 2002), we first measured total food consumption by the Capillary Feeder (CAFE) assay in HSD-F0 flies (Ja et al., 2007). As previously reported, HSD-F0 flies exhibited significantly increased food consumption compared to ND-fed controls in a 24 hr duration (Figure 1—figure supplement 2A); similar increases were observed in HSD-F1 and HSD-F2 flies, too (Figure 1—figure supplement 2B). However, when we used our previously developed Manual Feeding (MAFE) assay (Qi et al., 2015) to measure the volume of ingested food by individual flies during the course of a single meal, we found that HSD-F0 flies exhibited significantly decreased food consumption (Figure 1D), and that the suppression of meal size was transmitted through multiple generations (Figure 1E).

A major difference between these two feeding assays was that in the MAFE assay flies were immobilized and presented with microcapillaries filled with liquid food, whereas in the CAFE assay flies were free moving and could decide when to feed. Therefore, a major determinant of the readout of the MAFE assay was whether flies were responsive to the presented food and were willing to extend their proboscis to initiate a meal, and that of the CAFE assay was flies’ overall energy need. Thus, the discrepancy between the results from the CAFE assay and the MAFE assay suggests that upon HSD exposure, flies’ overall energy expenditure is elevated while their sweet perception is inhibited, hence their increased food consumption in the CAFE assay but reduced meal size in the MAFE assay.

To test this hypothesis, we used proboscis extension reflex (PER), a behavioral component of feeding initiation (Inagaki et al., 2012), to examine sweet sensitivity of these flies (Figure 1F). We found that both starved and fed HSD-F0 flies showed reduced PER responses to various concentrations of sucrose compared to ND-fed controls (Figure 1G, Figure 1—figure supplement 2C), and such effect could transmit to following generations till HSD-F4 (Figure 1H, Figure 1—figure supplement 2D).

It was worth noting that the effect size of acute HSD exposure (in HSD-F0 flies) was stronger than that in the offspring (in HSD-F1 flies and their progeny), which was as expected and with clear biological relevance (Bozler et al., 2019; Klosin et al., 2017). In all living organisms, rapid changes in the environment, including alterations in diet, exert immediate and profound impacts on their survival and reproduction, hence requiring prompt and robust responses. In contrast, clues from ancestral experience may only offer vague and indirect clues of the current living conditions of the offspring. While such information may still benefit the survival and reproduction of the offspring, its effect size is expected to become smaller through multiple rounds of reproduction.

Since HSD exposure modulated both metabolism and feeding behavior in the progeny, it was possible that these two effects were connected, that is altered metabolism upon ancestral HSD exposure affected feeding behavior. However, there were several lines of evidence suggesting against this possibility. For example, the body weight and nutrient storage (triglyceride, glycogen, and circulating trehalose) returned to normal in HSD-F2 or HSD-F3 flies (Figure 1C, Figure 1—figure supplement 1A–C), whereas HSD-F2 to HSD-F3 flies still exhibited reduced meal size (Figure 1E) and PER responses to sucrose (Figure 1H, Figure 1—figure supplement 2D). In addition, DILP2 and DILP5 expression levels were both reduced by HSD exposure from HSD-F0 to HSD-F2 flies but not in HSD-F3 flies (Figure 1—figure supplement 1D–E; Nässel et al., 2013). Therefore, it was unlikely that altered metabolism or insulin signaling was the causal factor for the reduction in sweet sensitivity and feeding behavior in HSD-exposed flies.

We also asked whether HSD exposure specifically modulated sweet sensitivity or the gustatory system in general. We found that both HSD-F0 and HSD-F1 flies exhibited similar gustatory responses to fatty acid (1% hexanoic acid), another type of appetitive stimuli (Ahn et al., 2017; Brown et al., 2021), compared to ND-fed controls (Figure 1—figure supplement 2E–F). Therefore, it is likely that HSD exposure specifically modulates sweet sensitivity in a transgenerational manner.

Notably, we chose to use female flies throughout the current study since their behavioral measures were more stable than males. But we verified that HSD exposure also suppressed sweet sensitivity in males, both in HSD-F0 and HSD-F1 flies (Figure 1—figure supplement 2G–H). Therefore, transgenerational inheritance could be mediated by the male or female parent as shown in previous work (Daxinger and Whitelaw, 2012; Heard and Martienssen, 2014). To distinguish between these two possibilities, we performed HSD feeding in only female or male F0 flies and crossed them with ND-fed mates. As shown in Figure 1I, the reduction in PER was only seen in F1 flies with HSD-fed female ancestor but not with HSD-fed male ancestor. Similar results were observed in the F2 generation, that only F2 flies with HSD-F1 female ancestor exhibited reduction in PER (Figure 1—figure supplement 2I). These results suggest that the effect of HSD exposure is transmitted to offspring via female gametes.

### Ancestral HSD exposure elevated genome-wide H3K27me3 levels in offspring

Next, we investigated the underlying mechanism of transgenerational behavioral inheritance after ancestral HSD exposure. We focused on epigenetic regulators since it was unlikely that HSD exposure resulted in specific genetic alterations in the germline cells of ancestral flies. Despite the importance of DNA methylation in the regulation of vertebrate transgenerational inheritance, it was reported that DNA methylation in *Drosophila* was negligible and limited to the early stages of embryonic development (Lyko et al., 2000). Multiple lines of research indicated that two types of histone methylations, H3K27me3 and H3K9me3, played important roles in transgenerational inheritance in *Drosophila* (Coleman and Struhl, 2017; Wang and Moazed, 2017). In addition, piwi-interacting RNA (piRNA), an important species of ncRNA in transgenerational inheritance of *Drosophila*, was associated with altered H3K27me3 and H3K9me3 (Le Thomas et al., 2014; Peng et al., 2016). Therefore, we asked whether ancestral HSD exposure induced alterations in post-translational modifications of H3K27 and H3K9.

We collected embryos at mitotic cycle 10–12 of both ND and HSD-F1 flies, and performed ChIP-seq using antibodies against four histone modifications (H3K27me3, H3K27ac, H3K9me2, and H3K9me3) respectively (Figure 2A). We performed peak calling and determined the occupancy of H3K27me3, H3K27ac, H3K9me2, H3K9me3, and H3 on the fly genome. Genomic snapshots of representative target loci (Hox cluster genes: *bxd*, *Ubx,* and *Abd-A*) confirmed H3K27me3, H3K27ac, and H3K9me3 enrichment as expected (Figure 2B, Figure 2—figure supplement 1A). Meanwhile, we also observed that H3K27me3 and H3K27ac were widely spread in the genome at this stage, while H3K9me3 was preferentially localized within gene desert regions and heterochromatic regions such as centromeres and pericentromeric (data not shown). Our analysis also confirmed that H3K9me2 was nearly undetectable in euchromatic regions during this stage (Figure 2B).

**Figure 2.**
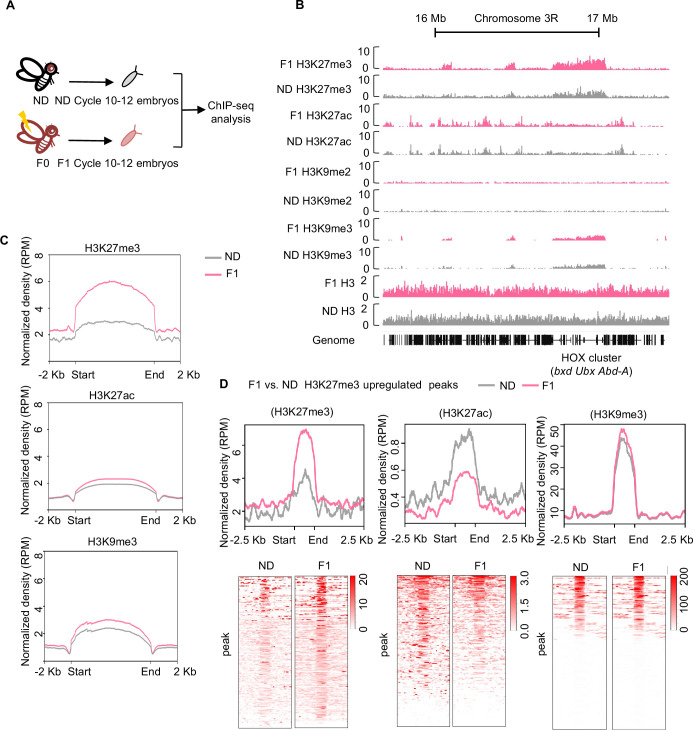
Ancestral high-sugar diet (HSD) exposure increased genome-wide H3K27me3 levels in the offspring. (**A**) The workflow of the chromatin-immunoprecipitation followed by sequencing (ChIP-seq) assay. Embryos of normal diet (ND) and HSD-F1 flies were collected from population cages at 25°C for 30 min, and allowed to develop for 80 min to target mitotic cycle 10–12 for ChIP-seq analysis. (**B**) Genome browser view of H3K27me3, H3K27ac, H3K9me2, H3K9me3, and H3 density at the HOX cluster (*bxd*, *Ubx*, and *Abd-A*) gene regions in embryos of ND and HSD-F1 embryos. (**C**) Average density plots showing the signal profiles of H3K27me3, H3K27ac, and H3K9me3 at their peaks plotted across a 4 kb window (±2 kb around the start/end of signals). (**D**) Average density plots (top) and heatmap (bottom) showing the distribution for the changes of H3K27me3, H3K27ac, and H3K9me3 signals for regions with upregulated H3K27me3 peaks in HSD-F1 embryos, respectively. Color bar showed the Z-score value in the heatmap.

**Figure 2—figure supplement 1.**
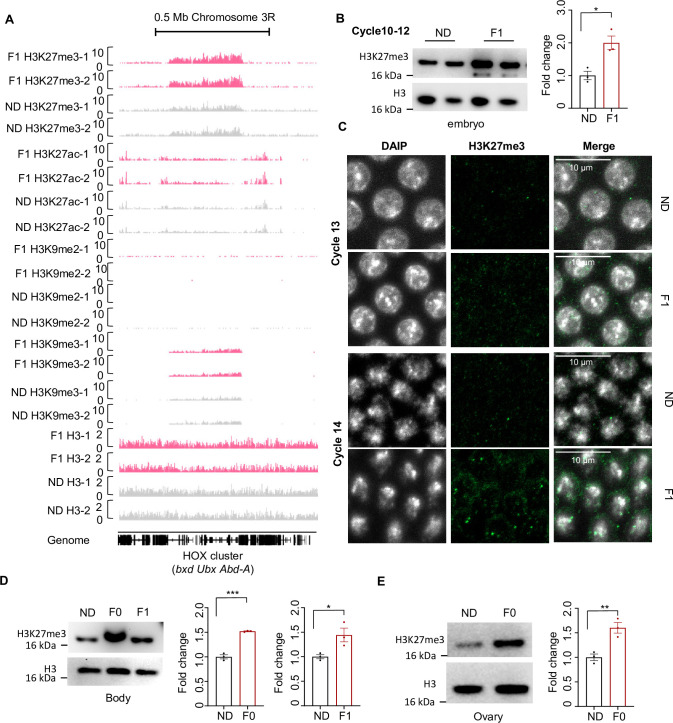
Ancestral high-sugar diet (HSD) exposure increased H3K27me3 levels in both maternal and offspring. (**A**) Genome browser view of H3K27me3, H3K27ac, H3K9me2, H3K9me3, and H3 density at the HOX cluster (*bxd*, *Ubx*, and *Abd-A*) gene regions in embryos of two replicates normal diet (ND) and F1 flies. (**B**) H3K27me3 modification levels of fly cycle 10–12 embryos were analyzed by western blot (n=3 biological replicates, each containing 250 embryos). Antibodies against H3K27me3 and H3 proteins were used in the western blot. (**C**) H3K27me3 modification levels of fly cycle 13 (top) and cycle 14 (bottom) embryos were analyzed by immunofluorescence staining. Antibodies against H3K27me3 proteins and DAPI were used in the immunofluorescence staining. In the images H3K27me3 is in green and DAPI in white. Scale bar, 10 μm. (**D–E**) H3K27me3 modification levels of bodies and ovaries of indicated flies were analyzed by western blot (n=3 biological replicates, each containing 20 flies). Antibodies against H3K27me3 and H3 proteins were used in the western blot. Data are shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 2—figure supplement 1—source data 1.Raw data of the western blot and immunofluorescence staining experiments shown in Figure 2—figure supplement 1.

**Figure 2—figure supplement 2.**
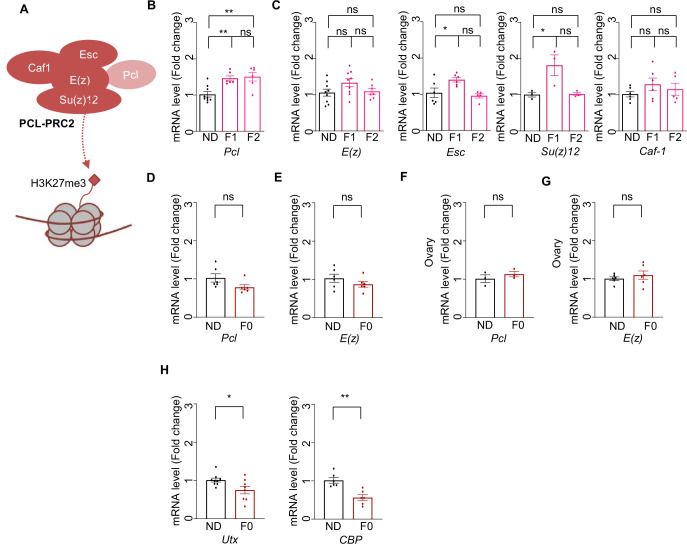
Ancestral high-sugar diet (HSD) exposure enhanced *Pcl* expression in the offspring. (**A**) Schematic diagram of PCL-PRC2 complex. Polycomb repressive complex 2 (PRC2) is a chromatin-modifying enzyme that catalyzes the methylation of histone H3 at lysine 27 and contains the enhancer of zeste [E(z)], the enzymatic component of PRC2, suppressor of zeste 12 [Su(z)12], extra sex combs, and chromatin assembly factor-1 (Caf-1). Polycomb-like (PCL) interacts with PRC2 to constitute a specific form of PCL-PRC2 complex to generate high levels of H3K27me3. (B–C) mRNA expression levels of *Pcl* (**B**), *E(z*), *Caf-1*, *Su(z)12*, and *Esc* (**C**) of indicated flies (n=3–6 biological replicates, each containing 3 flies). (D–E) mRNA expression levels of *Pcl* (**D**) and *E(z*) (**E**) of indicated flies’ body (n=6 biological replicates, each containing 3 flies). (F–G) mRNA expression levels of *Pcl* (**F**) and *E(z*) (**G**) of indicated flies’ ovaries (**E**) (n=6 biological replicates, each containing 15 flies). (H) mRNA expression levels of *Utx* and *Cbp* of indicated flies (n=3–6 biological replicates, each containing 3 flies). Data were shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 2—figure supplement 2—source data 1.Raw data of the qPCR experiments shown in Figure 2—figure supplement 2.

We then identified genomic regions that were significantly enriched for H3K27me3, H3K27ac, and H3K9me3 in HSD-F1 embryos using model-based analysis of ChIP-seq 2 (MACS2) and generated the average signal density spanning a 2 kb region at both ends. We found that upon ancestral HSD exposure, the average peak intensity of H3K27me3 modifications increased significantly (Figure 2C, *upper*) whereas the intensity of H3K27ac and H3K9me3 only exhibited modest increase (Figure 2C, *middle* and *lower*). In addition, previous work has also indicated that *Drosophila* oocytes transmitted repressive H3K27me3 marks to their offspring and exerted developmental impact (Zenk et al., 2017). Thus, we focused on the upregulation of H3K27me3 signals upon ancestral HSD exposure for further analysis.

To better understand the upregulation of H3K27me3 peaks in HSD-F1 embryos, we performed differential peaks analysis and found that ancestral HSD exposure resulted in approximately 400 regions with H3K27me3 upregulation (log_10_ likelihood ratio >3) distributed throughout the genome and 6 H3K27me3 downregulated regions (Supplementary file 1). The signal intensity of H3K27me3 increased remarkably in those upregulated regions (Figure 2D, *left*). In these regions, the signal intensity of H3K27ac was significantly decreased (Figure 2D, *middle*), in line with the antagonism between H3K27ac and H3K27me3 modifications (Tie et al., 2009). Meanwhile, H3K9me3 signal in these regions remained unchanged (Figure 2D, *right*).

To validate the ChIP-seq results, we performed western blot on cycle 10–12 embryos and confirmed that the H3K27me3 levels in HSD-F1 embryos were significantly increased compared to ND embryos (Figure 2—figure supplement 1B). In line with these results, later-stage HSD-F1 embryos (cycle 13 and 14) also exhibited increased H3K27me3 modifications as directly revealed by H3K27me3 antibody staining (Figure 2—figure supplement 1C). H3K27me3 modifications in the adult stage of HSD-F1 flies were also upregulated compared to ND (Figure 2—figure supplement 1D). We also found that HSD exposure enhanced H3K27me3 modifications in the whole body as well as in the ovary of HSD-F0 flies (Figure 2—figure supplement 1E), further indicating that H3K27me3 modifications are formed in the female germline of HSD-F0 flies and transmitted to the offspring.

We then sought to understand how such modifications were maintained in the offspring. Previous studies reported that Polycomb-like protein (Pcl) interacts with Polycomb repressive complex 2 (PRC2) to constitute a specific form of PCL-PRC2 complex, which generated high levels of H3K27me3 on specific genomic regions (Nekrasov et al., 2007). Besides Pcl, PRC2 complex was comprised of several major components, including enhancer of zeste (E(z)), suppressor of zeste 12 (Su(z)12), extra sex combs (Esc), and chromatin assembly factor-1 (Caf-1) (Figure 2—figure supplement 2A; Margueron and Reinberg, 2011). By using quantitative RT-PCR, we found that the mRNA expression of Pcl was upregulated in HSD-F1 and HSD-F2 flies compared to ND controls, while mRNA expression of E(z), Su(z)12, Esc, and Caf-1 only exhibited modest yet insignificant changes (Figure 2—figure supplement 2B–C). These results suggest that PCL-PRC2 complex may be involved in the maintenance of H3K27me3 modifications in the offspring upon ancestral HSD exposure. Paradoxically, Pcl and E(z) expressions were not changed in HSD-F0 flies (Figure 2—figure supplement 2D–G), suggesting that the influence of acute HSD exposure on flies is more complex. For example, we also noted that the Utx histone demethylase (*Utx*) gene as well as CREB-binding protein (*CBP*, encoded by nej) gene expression were downregulated in HSD-F0 flies (Figure 2—figure supplement 2H). Utx is a H3K27me3 demethylase known to associate with the histone acetyltransferase CBP and to directly block H3K27 trimethylation by E(z) (Tie et al., 2009). Given that genomic histone modifications undergo dynamic reprogramming during embryonic development, how such histone imprinting transmits to multiple generations of offspring remains unclear and is of significance for future studies (Heard and Martienssen, 2014).

### H3K27me3 was required for the transgenerational modulation of sweet sensitivity and feeding behavior upon ancestral HSD exposure

Since our data showed that HSD exposure elevated genome-wide H3K27me3 modifications in HSD-F1 embryos, we asked whether this inherited epigenetic change contributed to transgenerational behavioral deficits. To test this, we knocked down the expression of H3K27me3 catalytic enzyme in the PCL-PRC2 complex, E(z), to reduce H3K27me3 imprinting during embryogenesis by using *nosNGT-GAL4* which was active during the blastoderm stage of embryogenesis (Tracey et al., 2000; Figure 3—figure supplement 1A). We observed that compared to transgenic controls, *nosNGT-GAL4>UAS-E(z) RNAi* flies exhibited similar PER responses to sucrose in ND vs. HSD-F1 flies, suggesting the loss of transgenerational behavioral deficits (Figure 3—figure supplement 1B). Meanwhile, we observed that *nosNGT-GAL4>UAS-E(z) RNAi* flies still exhibited reduced PER responses to sucrose in HSD-F0 vs. ND flies, suggesting that E(z) is not required for acute HSD exposure-induced PER reduction (Figure 3—figure supplement 1C). Knocking down Pcl, another component of PCL-PRC2 complex, generated similar effect as E(z) (Figure 3—figure supplement 1D). Both E(z) and Pcl RNAi treatments did not alter the sweet sensitivity of ND-fed flies across different genotypes (Figure 3—figure supplement 1C,D). In contrast, RNAi knockdown of histone deacetylase Rpd3 and H3K9me3 methylase Su(var)3–9 did not affect the transgenerational behavioral inheritance upon ancestral HSD exposure (Figure 3—figure supplement 2A,B). These data indicate that H3K27me3 modification plays a crucial role in the transgenerational inheritance of sweet sensitivity and feeding behavior upon ancestral HSD exposure.

We reasoned that H3K27me3 imprinting, the driver of the transgenerational inheritance of sweet taste deficits upon ancestral HSD exposure, was transmitted through the maternal germline. To directly test this hypothesis, we used an maternal germline-specific GAL4 driver, *maternal alpha-tubulin GAL4* (*Matα-tub-GAL4*), to knock down E(z) and Pcl expression during oogenesis (Figure 3AHudson and Cooley, 2014). Knockdown of E(z) in female germline eliminated H3K27me3 modifications in oocytes and ovary, as demonstrated by western blot and immunofluorescence staining (Figure 3B and C). We found that knockdown of E(z) and Pcl in female germline eliminated the suppression of PER responses in HSD-F1 flies without interfering with PER responses in ND-fed flies (Figure 3D and E). Such treatments but didn’t change PER responses of HSD-F0 toward sucrose (Figure 3—figure supplement 3A, B), either. These results confirm that the transmission of maternal H3K27me3 modifications is critical for the transgenerational inheritance of sweet sensitivity and feeding behavior.

**Figure 3.**
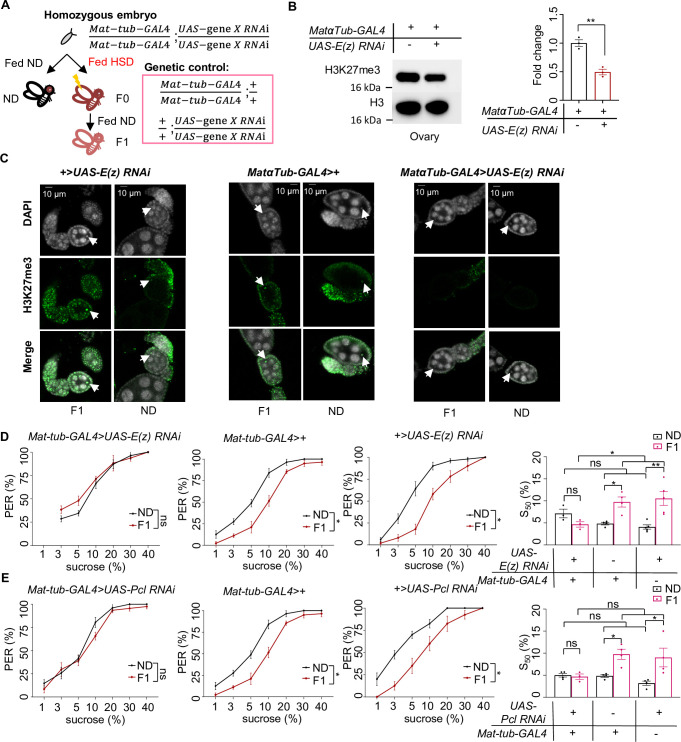
H3K27me3 modifications were essential for the transgenerational regulation of sweet sensitivity and feeding behavior upon ancestral high-sugar diet (HSD) exposure. (**A**) Schematic diagram of the PRC2 germline RNAi experiment. Note that *UAS-gene X RNAi* was integrated into both two third chromosomes and *Mat-tub-GAL4* was integrated into both two second chromosomes. The embryos of *Mat-tub-GAL4>UAS gene X RNAi* flies were collected and fed with normal diet (ND) (black, referred to ND controls) or HSD (red, referred to HSD-F0) until maturity. HSD-F0 flies were mated to produce the next generation (HSD-F1). These flies were prepared for biochemical and behavioral assays. (B) H3K27me3 modification levels in fly ovaries were analyzed by western blot (n=3 biological replicates, each containing 15 flies). Antibodies against H3K27me3 and H3 proteins were used in the western blot. (C) H3K27me3 modification levels in fly germarium were analyzed by immunofluorescence staining. Antibodies against H3K27me3 proteins and DAPI were used in the immunofluorescence staining. In the images H3K27me3 was shown in green and DAPI in white. Examples of oocyte nucleus were indicated by white arrowheads. Scale bar, 10 μm. (D–E) Fractions of flies of the indicated genotypes showing proboscis extension reflex (PER) responses to sucrose (n=3–5 biological replicates, each containing 8–12 flies). The S_50_ indicated the sucrose concentration that elicited PER responses in 50% of the tested flies. Data were shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 3—source data 1.Raw data of the western blot, immunofluorescence staining, and behavioral experiments shown in Figure 3.

**Figure 3—figure supplement 1.**
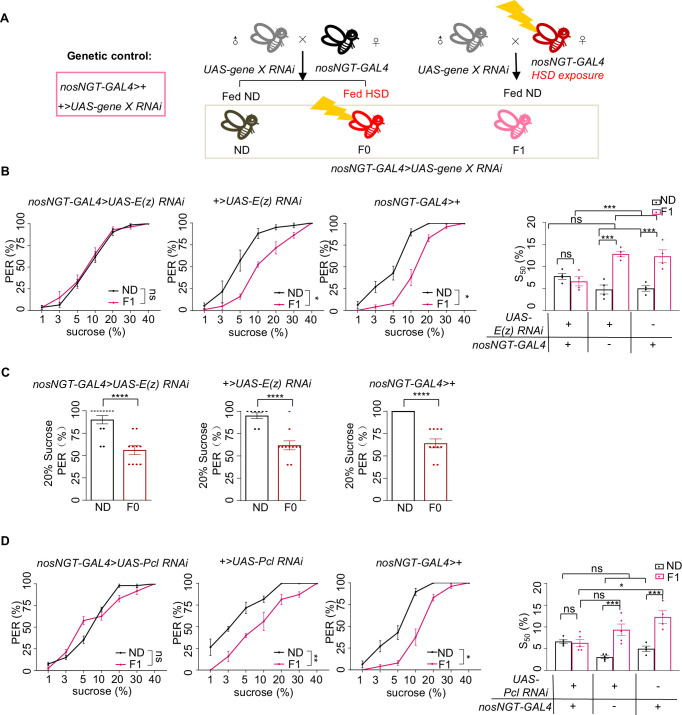
H3K27me3 in the early embryo was required for transgenerational modulation of sweet sensitivity and feeding behavior. (**A**) Schematic diagram of PRC2 embryo RNAi experiments. The embryos of *nosNGT-GAL4* flies were collected and fed with normal diet (ND) until maturity and mated to *UAS-gene X RNAi* flies produce the next generation *nosNGT-GAL4>UAS gene X RNAi*. The next generation fed with ND until maturity is called ND (black, referred to ND controls) and fed with HSD until maturity is called F0 (red referred to HSD-F0). The HSD exposure *nosNGT-GAL4* flies (fed with HSD from embryo) mated to *UAS-gene X RNAi* flies produce the next generation and fed with ND until maturity is called F1 (pink, referred to HSD-F1). These flies were prepared for behavioral assays. (B) Fractions of flies of the indicated genotypes showing proboscis extension reflex (PER) responses to different concentrations of sucrose (n=3–6 biological replicates, each containing 8–12 flies). The S_50_ indicated the sucrose concentration that induced PER responses in 50% of the tested flies. (C) Fractions of flies of the indicated genotypes showing PER responses to 20% sucrose (n=10–12, each containing 5 flies). (D) Fractions of flies of the indicated genotypes showing PER responses to different concentrations of sucrose (n=3–6 biological replicates, each containing 8–12 flies). The S_50_ indicated the sucrose concentration that induced PER responses in 50% of the tested flies. Data were shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 3—figure supplement 1—source data 1.Raw data of the behavioral experiments shown in Figure 3—figure supplement 1.

**Figure 3—figure supplement 2.**
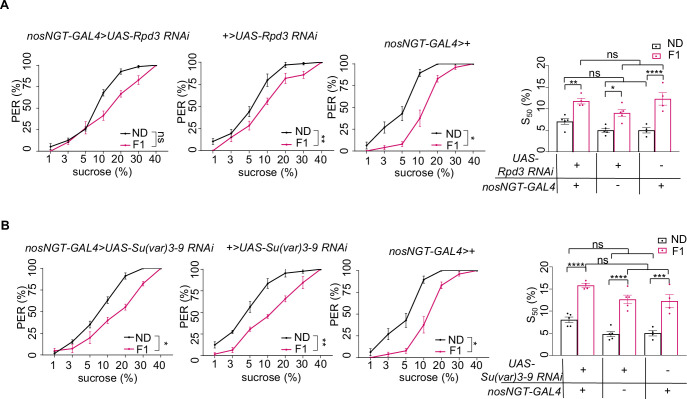
H3K27ac and H3K9me3 in the early embryo were not required for transgenerational modulation of sweet sensitivity and feeding behavior. (**A–B**) Fractions of flies of the indicated genotypes showing proboscis extension reflex (PER) responses to different concentrations of sucrose (n=3–6 biological replicates, each containing 8–12 flies). The S_50_ indicated the sucrose concentration that induced PER responses in 50% of the tested flies. Data were shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 3—figure supplement 2—source data 1.Raw data of the behavioral experiments shown in Figure 3—figure supplement 2.

**Figure 3—figure supplement 3.**
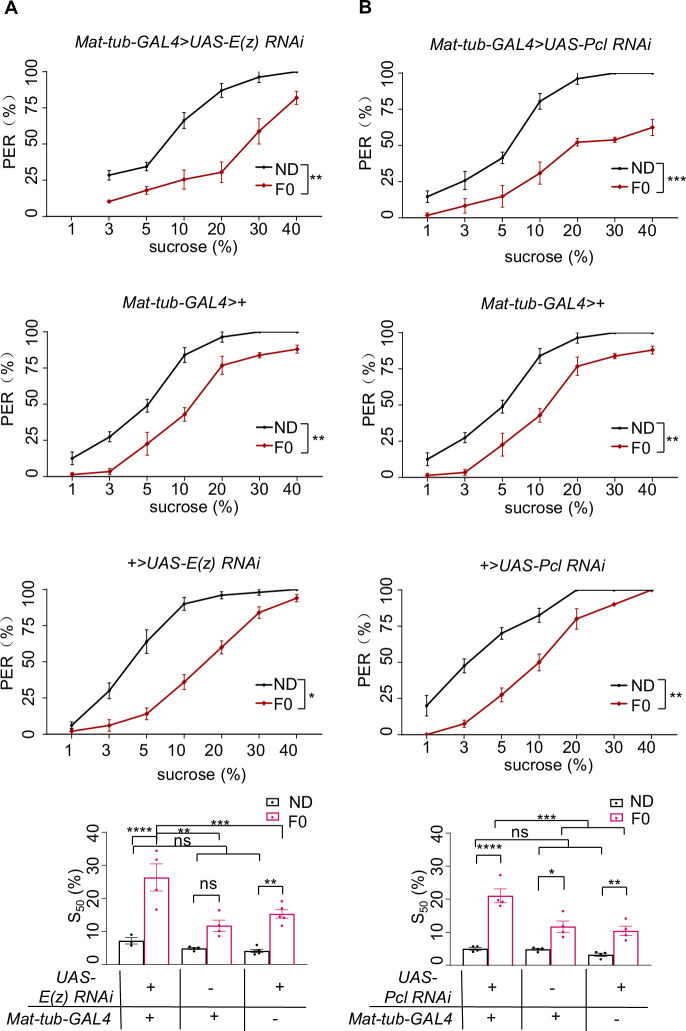
H3K27me3 in the germline was not required for sweet sensitivity and feeding behavior induced by high-sugar diet (HSD) exposure. (**A–B**) Fractions of flies of the indicated genotypes showing proboscis extension reflex (PER) responses to different concentrations of sucrose (n=3–6 biological replicates, each containing 8–12 flies). The S_50_ indicated the sucrose concentration that induced PER responses in 50% of the tested flies. Data were shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 3—figure supplement 3—source data 1.Raw data of the behavioral experiments shown in Figure 3—figure supplement 3.

### H3K27me3 regulated the sensitivity of sweet-sensing gustatory neurons

As we showed above, elevated H3K27me3 modifications upon ancestral HSD exposure mediated the transgenerational behavioral inheritance. We next examined whether modulating H3K27me3 levels could directly cause changes in sweet sensitivity and feeding behavior.

We tested the effect of EED226, a potent PRC2 inhibitor that directly binds to the H3K27me3 binding pocket and suppresses H3K27me3 modifications (Figure 4—figure supplement 1A; Loh et al., 2021). We fed EED226 to HSD-F1, HSD-F2 and HSD-F3 flies for five consecutive days and found their PER responses to sucrose could all be restored to the levels of ND controls (Figure 4A, *left* and *middle*). Chaetocin, a specific inhibitor of H3K9 methyltransferase Su(var)3–9 (He et al., 2012), did not rescue the sweet taste defects in these flies (Figure 4A, *right*). We further examined the effect of pharmacological inhibition of H3K27me3 by feeding HSD-F1 flies with either EED226 or A395, another histone methyltransferase inhibitor occupying the H3K27me3 binding sites (He et al., 2017), and found that both treatments restored sweet responses toward various concentrations of sucrose to the levels of ND-fed controls (Figure 4B). Meanwhile, pharmacological inhibition of H3K27me3 alleviated taste deficits in HSD-F0 flies, suggesting that elevated H3K27me3 modifications also partially mediates the effect of acute HSD exposure (Figure 4C).We also speculated that suppressing H3K27me3 modifications in adult flies would restore sweet taste sensitivity not only to themselves but also to their offspring. To test this, we fed EED226 to HSD-F1 flies and found restored PER responses in both HSD-F1 and their offspring, HSD-F2 flies (Figure 4D). These results phenocopied the effect of RNAi knockdown of E(z) and Pcl, further confirming the role of H3K27me3 modifications in mediating transgenerational behavioral heritance upon ancestral HSD exposure.

**Figure 4.**
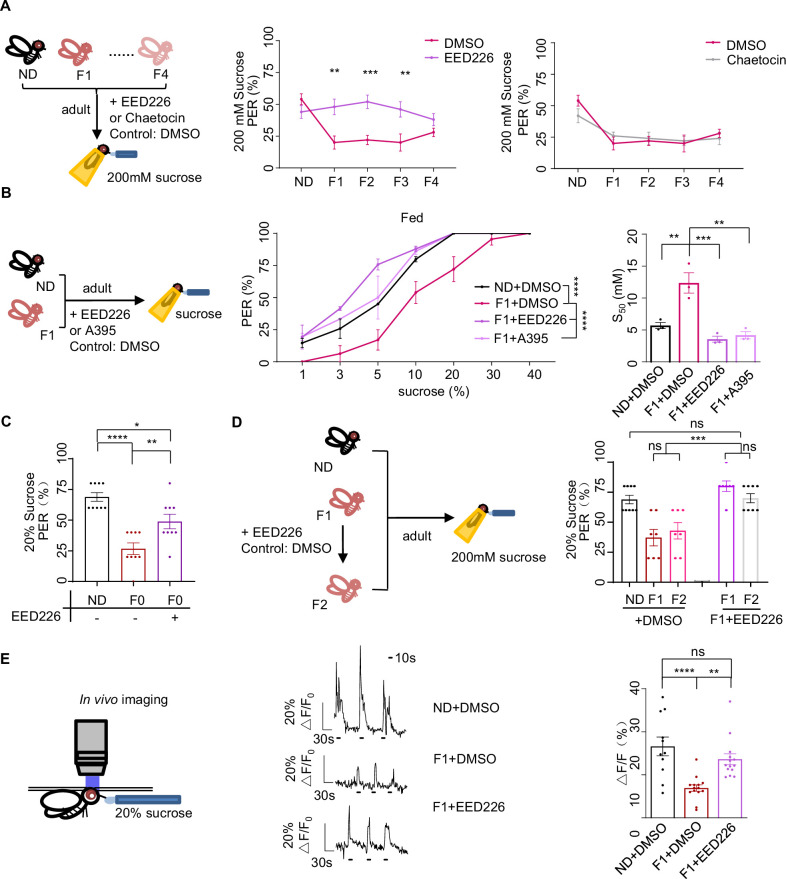
H3K27me3 modifications suppressed sweet sensitivity of Gr5a^+^ gustatory neurons. (**A**) Fractions of flies with or without EED226/Chaetocin feeding showing proboscis extension reflex (PER) responses to 200 mM sucrose (n=10, each containing 5 flies). Schematic diagram of experiments shown on *left*: normal diet (ND), HSD-F1 to HSD-F4 adult flies were fed with indicated chemicals for 5 days before being tested for PER response. (B) Fractions of flies with or without EED226/A395 feeding showing PER responses to different concentrations of sucrose (n=3–6 biological replicates, each containing 8–12 flies). The S_50_ indicated the sucrose concentration that induced PER responses in 50% of the tested flies. (C) Fractions of flies with or without EED226 showing PER responses to 20% sucrose (n=9, each containing 5 flies). (D) Fractions of EED226-fed HSD-F1 flies and these offspring (HSD-F2) showing PER responses to 20% sucrose (n=7–9, each containing 5 flies). Schematic diagram of experiments shown on *left*: HSD-F1 flies were fed with indicated chemicals for 5 days, then transferred to normal medium to lay eggs to obtain HSD-F2 which mother has undergone pharmacologically treated. (E) The calcium signals in Gr5a^+^ neurons in indicated flies upon 20% sucrose. Schematic diagram of in vivo calcium imaging was shown on *left*. Representative traces of the calcium responses were shown in *middle*. Horizontal black bars represent feeding episodes. Quantification of the calcium responses was shown on *right* (n=13–16). Data were shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 4—source data 1.Raw data of the behavioral and Ca^2+^ imaging experiments shown in Figure 4.

**Figure 4—figure supplement 1.**
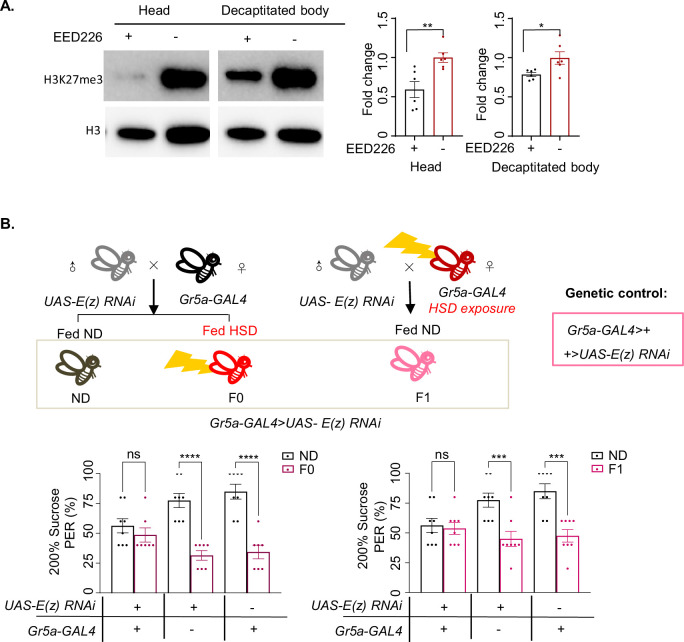
Inhibiting PRC2 in Gr5a^+^ gustatory neurons rescued sweet sensitivity. (**A**) H3K27me3 modification levels of fly heads (left) and decapitated body (right) were analyzed by western blot (n=6 biological replicates, each containing 20 flies). Antibodies against H3K27me3 and H3 proteins were used in the western blot. Flies were fed with indicated chemicals for 5 days. (B) Fractions of flies of the indicated genotypes showing proboscis extension reflex (PER) responses to 20% sucrose (n=8, each containing 5 flies). Schematic diagram of *E(z)* RNAi in Gr5a^+^ neuron experiment. Data were shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 4—figure supplement 1—source data 1.Raw data of the behavioral and western blot experiments shown in Figure 4—figure supplement 1.

We next sought to understand the underlying neurobiological mechanism of transgenerational sweet taste deficits upon ancestral HSD exposure. Gustatory neurons expressing a gustatory receptor Gr5a played a central role in sugar perception (Dahanukar et al., 2007). We thus hypothesized that H3K27me3 modifications might modulate sweet sensitivity of Gr5a^+^ gustatory neurons. To directly test this, we knocked down *E(z)* in Gr5a^+^ gustatory neurons and indeed found a restoration of PER responses in both HSD-F0 and HSD-F1 flies (Figure 4—figure supplement 1B). To directly test the effect of H3K27me3 modifications on the activity of Gr5a^+^ neurons, we ectopically expressed a genetically encoded calcium indicator GCaMP6m in Gr5a^+^ neurons and conducted live calcium imaging during sucrose feeding episodes (Yang et al., 2018; Figure 4E, *left*). HSD-F1 flies exhibited significantly reduced calcium transients upon sucrose stimulation compared to ND flies, which could be restored by EED226 feeding (Figure 4E, *middle and right*, Figure 4—figure supplement 1C).

### Cad mediated the reduction in sweet sensitivity caused by ancestral HSD exposure

We then asked how elevated H3K27me3 modifications altered sweet sensitivity of Gr5a^+^ neurons. Previous work reported that the formation of H3K27me3 modifications maintained the silenced state of *Drosophila* homeobox genes and transmitted such a repressive state through multiple rounds of DNA replication in early embryos and exerted long-lasting impacts into adulthood (Coleman and Struhl, 2017; Skvortsova et al., 2018). We speculated that upregulated H3K27me3 in early embryos could alter gene transcriptome in certain organs and affect the physiology and behavior of adults.

To survey a broader range of candidate genes for further analysis, we used less stringent criteria compared to Figure 2 (log_10_ likelihood ratio >1) and identified ~3000 H3K27me3 hypermethylated regions in HSD-F1 flies using a window of ± 1 kb from the transcription start site and found 341 genes corresponding to hypermethylated sites (Supplementary file 2). Since H3K27me3 often marked the downregulation of gene expression, we then asked whether and which of these genes were transcriptionally suppressed. To achieve this, we performed RNA-seq analysis using head tissue of HSD-F1 vs. ND flies (Figure 5A) and identified a total of 133 differentially expressed genes (DEG, |log_1.5_ fold change|>1, p<0.05), including 49 downregulated genes in HSD-F1 flies (Supplementary file 3).

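Head RNA of 5-day-old female flies was compared between 2 groups. The mothers of ND flies were kept on the normal diet, which contained 10% sucrose, and the mothers of HSD-F1 flies on the high-sugar diet, which contained 20% sucrose. The paper describes HSD-F1 flies as raised on the normal diet themselves. Each group had 3 biological replicates, and each replicate pooled 15 heads. For each library the authors deposited the number of reads counted on each gene, without normalization, after keeping reads that mapped uniquely to the Drosophila genome. The gene models carried RefSeq locus tags and coordinates on Release 6 of the genome (dm6). The paper's text names no mapper, counting program, strandedness or read filter for this experiment. Figure 1 names the wild-type strain as Canton-S, whereas the sample labels give the genotype as W+VDRC, and the strain is therefore left open here.
The reads counted on genes summed to 25365211, 25857436 and 25256945 in ND replicates 1, 2 and 3, and to 20266352, 26190694 and 26063143 in HSD-F1 replicates 1, 2 and 3. Each table listed 17545 genes, and 14871 of these had at least 1 count in at least 1 library. The 12048 genes with at least 10 counts over the 6 libraries were tested. Counts were scaled with edgeR's trimmed mean of M-values (TMM) and are given as CPM, the count of a gene relative to the scaled total of its library. The groups were compared with edgeR's quasi-likelihood test, and p-values were adjusted with the Benjamini-Hochberg method. A count of 3 in an HSD-F1 library corresponded to 0.127 CPM on average, and a change of a gene that stayed below this level in both groups was not detectable. The filter on low counts, the test, the fold-change threshold, the libraries included and further terms in the model were among the choices that could change the number of DEG.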

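With a p-value under 0.05 and a change of at least 1.5-fold, 218 genes differed between HSD-F1 and ND heads, of which 137 were upregulated and 81 were downregulated in HSD-F1 flies. Of these 218 genes, 75 had a mean count under 10 per library. The paper's Supplementary file 3 lists 133 genes, and 113 of the 218 genes are among them, each with the same direction. After adjustment over the 12048 genes tested, 8 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 of them upregulated and 0 downregulated. The 5 largest rises among them were in CG43920, SPH93, CG18563, CG45045 and Mtk, each of which overlaps another annotated gene, on the same strand for CG45045 and Mtk and on the opposite strand for the others. The log2 fold changes of these overlapping genes lay between -0.21 and 0.08. Without a fold-change threshold 611 genes had a p-value under 0.05. A filter of at least 10 counts in every library left 9708 genes to test and lowered the number of DEG to 119. With DESeq2, the tool named in Supplementary file 3, 140 of the same 12048 genes passed the unadjusted thresholds (86 upregulated and 54 downregulated) and 25 had an adjusted p-value under 0.05. When each library was left out in turn, the number of DEG at the unadjusted threshold stayed between 203 and 252, whereas the number at the adjusted threshold ranged from 4 to 21, with the highest number reached without ND replicate 3.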

**Figure 5.**
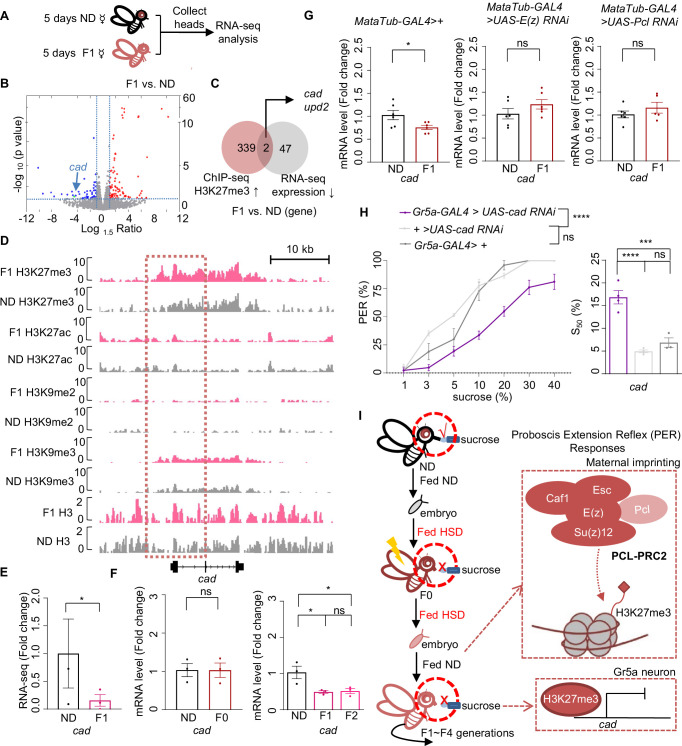
Cad mediated the inhibitory effect of H3K27me3 modifications on sweet sensitivity and feeding behavior. (**A**) Preparation of RNA samples for RNA-seq. (**B**) Volcano plot showed differentially expressed genes between normal diet (ND) and HSD-F1 flies (blue: downregulated genes in HSD-F1 flies; red: upregulated genes in HSD-F1 flies; green: *cad*). The horizontal line indicated the significance threshold (p=0.05) and the vertical lines indicated the 1.5-fold change threshold. (**C**) Venn diagram of downregulated genes and H3K27me3-target genes between ND and HSD-F1 flies (gray: downregulated genes in the heads of HSD-F1 flies via RNA-seq analysis, fold change >1.5; red: H3K27me3-target genes in HSD-F1 embryos via chromatin-immunoprecipitation followed by sequencing [ChIP-seq] analysis, log_10_ likelihood ratio >1). (D) Genome browser view of H3K27me3, H3K27ac, H3K9me2, H3K9me3, and H3 density around the *cad* gene in embryos of ND and HSD-F1 flies. (E–G) mRNA expression levels of *cad* in indicated flies. Fly heads were collected and subjected to RNA-seq (**E**) (n=3 biological replicates, each containing 15 fly heads) or quantitative RT-PCR (**F and G**) (n=3–6 biological replicates, each containing 15 fly heads). (H) Fractions of flies of the indicated genotypes showing PER responses to different concentrations of sucrose (n=3–6 biological replicates, each containing 8–12 flies). The S_50_ indicated the sucrose concentration that induced PER responses in 50% of the tested flies. (I) A working model: Upon ancestral HSD exposure, PCL-PRC2 complex was activated and maintained high levels of H3K27me3 imprinting in maternal germline and the offspring. H3K27me3 targeted *cad* promoter regions and suppressed its expression, resulting in an inhibitory effect in Gr5a^+^ sweet-sensing gustatory neurons. Consequently, both sweet sensitivity and feeding behavior in the offspring were suppressed. Data are shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 5—source data 1.Raw data of the RNA-seq, qPCR, and behavioral experiments shown in Figure 5.

**Figure 5—figure supplement 1.**
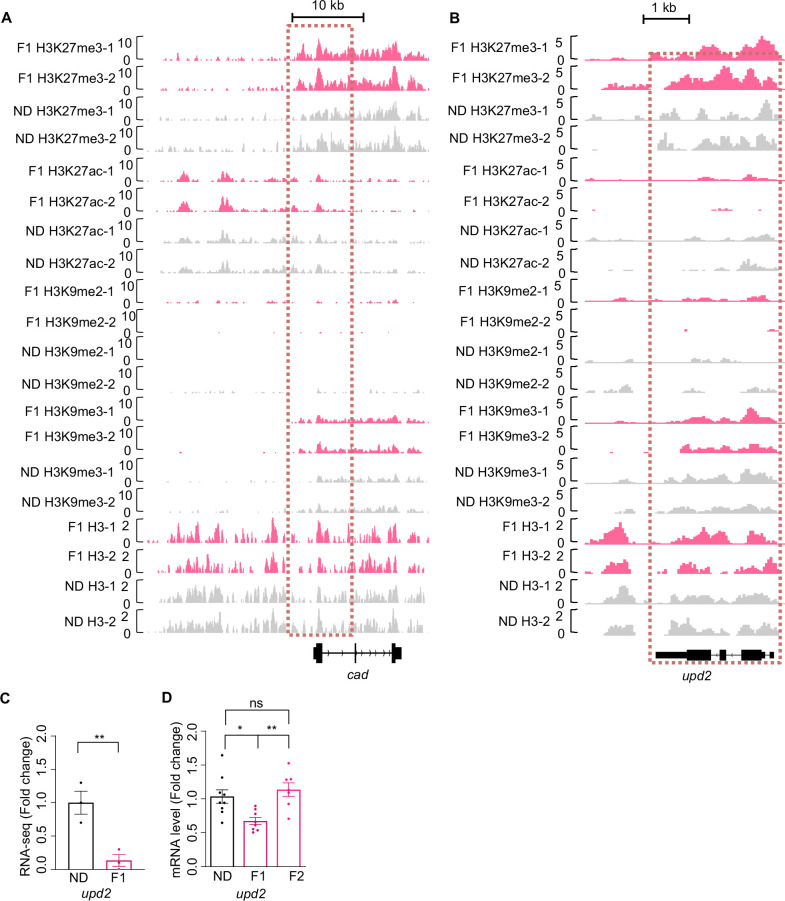
H3K27me3 modifications and mRNA expression of *cad* and *upd2* genes upon ancestral high-sugar diet (HSD) exposure. (**A–B**) Genome browser view of H3K27me3, H3K27ac, H3K9me2, H3K9me3, and H3 density at the *cad* (**A**) and *upd2* (**B**) genes in embryos of normal diet (ND) and HSD-F1 flies. (C–D) mRNA expression levels of *upd2* in indicated flies. The fly heads were collected and subjected to RNA-seq (**C**) (n=3 biological replicates, each containing 15 fly heads) or quantitative RT-PCR (**D**) (n=6–9 biological replicates, each containing 15 flies). Data were shown as means ± SEM. ns p>0.05; *p<0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Figure 5—figure supplement 1—source data 1.Raw data of the RNA-seq and qPCR experiments shown in Figure 5—figure supplement 1.

**Figure 5—figure supplement 2.**
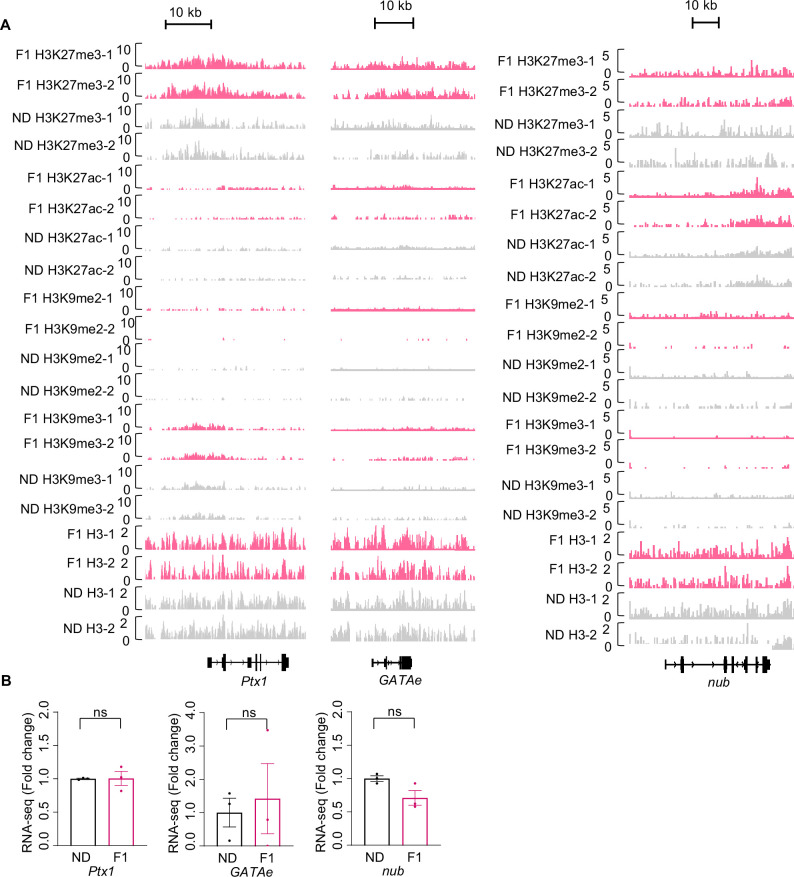
H3K27me3 modifications and mRNA expression of *Ptx1, GATAe, and nub* upon ancestral high-sugar diet (HSD) exposure. (**A**) Genome browser view of H3K27me3, H3K27ac, H3K9me2, H3K9me3, and H3 density at the *Ptx1* (*left*), *GATAe* (*middle*), and *nub* (*right*) genes in embryos of normal diet (ND) and HSD-F1 flies. (B) mRNA expression levels of *Ptx1*, *GATAe*, and *nub* in indicated flies. The fly heads were collected and subjected to RNA-seq (n=3 biological replicates, each containing 15 fly heads). Data were shown as means ± SEM. ns p>0.05. Figure 5—figure supplement 2—source data 1.Raw data of the RNA-seq experiments shown in Figure 5—figure supplement 2.

Among these genes, we noticed the homeobox gene *caudal* (*cad*), a transcription factor involved in anterior/posterior patterning, organ morphogenesis, and innate immune homeostasis (Mlodzik and Gehring, 1987; Ryu et al., 2008), and *unpaired 2* (*upd2*), a *Drosophila* leptin ortholog and a secreted factor produced by the fat body which activated JAK/STAT signaling in GABAergic neurons (Hombría et al., 2005; Rajan and Perrimon, 2012), were the only two genes located in the H3K27me3 hypermethylated genomic regions and also showed downregulated gene expression in HSD-F1 flies (Figure 5B–E, Figure 5—figure supplement 1A–D). 

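cad, listed by its locus tag Dmel_CG1759, lies on chromosome 2L of Release 6 from 20770731 to 20783135 on the plus strand. Its counts were 8, 1 and 24 in ND replicates 1, 2 and 3, and 1, 0 and 4 in HSD-F1 replicates 1, 2 and 3. Expression was 0.428 ± 0.454 CPM (SD, n = 3) in ND heads and 0.0688 ± 0.0804 CPM (SD, n = 3) in HSD-F1 heads, and the values of the 2 groups overlapped. The log2 fold change was -2.54 with a standard error of 1.17 (adjusted p = 0.911 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Unadjusted, the edgeR test gave p = 0.0547 and a two-sided exact permutation test of CPM gave p = 0.3, where the smallest p-value that 3 replicates against 3 allow is 0.1. The unadjusted p-value fell under 0.05 in 8 of 17 other settings of the filter, normalization, test, model and samples, DESeq2 with the same filter among them, and the adjusted p-value in 0 of the 17. In the edgeR test the unadjusted one ranged from 0.0030, with the replicate number as a further term, to 0.29, without ND replicate 3. The count of cad was lower in HSD-F1 than in ND at each replicate number. The labels and the paper do not say that these numbers pair the samples. ND replicate 3 held 24 of the 33 counts of the ND group, and without this library the log2 fold change of cad was -1.28 with a standard error of 1.19. Without replicate 3 of both groups, a setting chosen after seeing the data, the fitted value was -2.76 with a standard error of 1.64. The HSD-F1 counts left in that fit were 1 and 0, at the limit of detection, so only its direction is read. The mean log2 CPM of 35 ovary and egg genes was also highest in ND replicate 3, at 1.41, against -0.80 to 0.11 in the other libraries. The value of 0.11 was that of HSD-F1 replicate 3, which held 4 of the 5 cad counts of its group.
upd2, listed as Dmel_CG5988, lies on chromosome X from 18240654 to 18243284 on the minus strand. Its counts were 10, 7 and 13 in ND replicates and 0, 1 and 3 in HSD-F1 replicates, or 0.389 ± 0.118 CPM (SD, n = 3) against 0.0521 ± 0.0601 CPM (SD, n = 3). Because no HSD-F1 library had more than 3 counts, the fall is given against that limit. The ND mean was 3.06 times the mean CPM of 3 counts in an HSD-F1 library. This ratio leaves out the spread between the libraries, so a smaller fall is not ruled out. Every ND library had more counts than every HSD-F1 library. The unadjusted edgeR test gave p = 0.00457, against p = 0.1 from the two-sided exact permutation test, the smallest that this design allows, and the adjusted p-value was 0.911 from the edgeR test with Benjamini-Hochberg adjustment. In contrast to cad, the unadjusted p-value of upd2 stayed under 0.05 in 17 of 17 other settings.
The overlap with H3K27me3 was counted on the shorter region lists of Supplementary file 1, because the copy of Supplementary file 2 used here holds 1998 of its 3268 regions for the first ChIP-seq replicate and 1998 of its 3119 regions for the other. For the shorter lists the paper set a stricter likelihood ratio than for those of Supplementary file 2. Of the 12048 genes tested, 34 had a gained region of both lists within 1 kb of the transcription start site, cad among them and upd2 not. None of the 81 downregulated genes was among these 34 (0 genes, with 0.229 expected by chance, Fisher's exact test, p = 1), and with DESeq2 cad was the 1 such gene among 54 downregulated genes (p = 0.142).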

Given that Upd2 was mainly expressed in the fat body with clear metabolic functions (Brent and Rajan, 2020; Rajan and Perrimon, 2012), we focused on ubiquitously expressed Cad for further behavioral analysis.

Notably, HSD-F1 flies exhibited a higher level of H3K27me3 modifications across the genomic region of *cad*, especially near the promoter region, whereas H3K9me3 signals exhibited no difference (Figure 5D and Figure 5—figure supplement 1A). Other signals such as H3K27ac and H3K9me2 were generally weak around the promoter region of *cad* (Figure 5D and Figure 5—figure supplement 1A). We also conducted quantitative RT-PCR analysis and confirmed that Cad expression was downregulated in both HSD-F1 and HSD-F2 flies but not in HSD-F0 flies (Figure 5F). Meanwhile, knockdown of E(z) and Pcl in female germline of HSD-F0 flies prevented the decline in Cad expression in HSD-F1 flies (Figure 5G). These data indicate that ancestral HSD exposure elevates H3K27me3 levels in the promoter region of *cad* gene, resulting in a reduction in its mRNA expression in the head tissue of offspring.

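Supplementary file 1, which comes from the paper's embryo ChIP-seq, places 5 regions of gained H3K27me3 within cad in the first replicate and 2 in the other. In both replicates the region with the highest of the paper's log10 likelihood ratios lay near the transcription start site. In the first replicate this region spans 20771264 to 20771603 on chromosome 2L (paper's log10 likelihood ratio 8.90) and lies in the coding part of the first exon. In the other replicate it spans 20771049 to 20771570 (paper's log10 likelihood ratio 9.11) and covers the end of the 5′ UTR and the coding part of the same exon. The remaining regions lie in introns or at the last exon and begin at least 4773 bp downstream of the transcription start site.

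**Figure D1:**
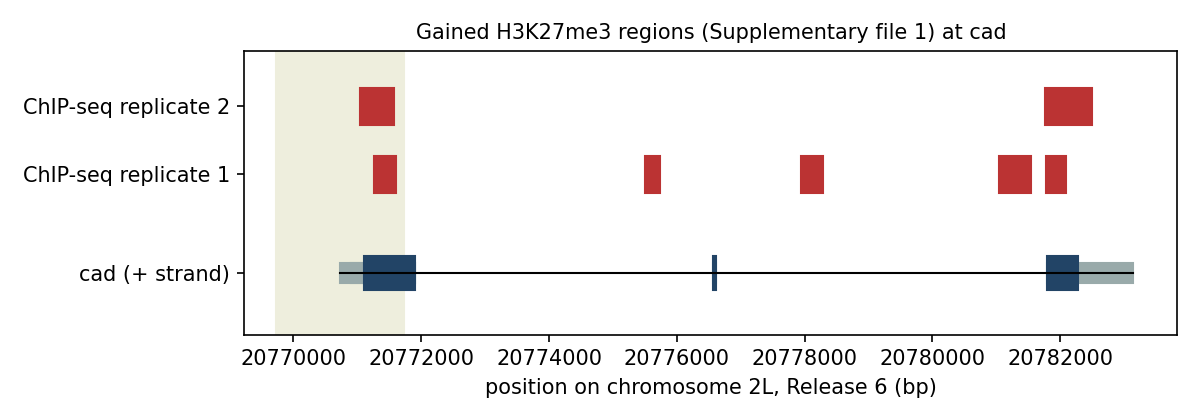
Regions of gained H3K27me3 that the paper reports within cad (red boxes, 1 row per ChIP-seq replicate) above the gene, drawn to scale by position on chromosome 2L of Release 6 in bp. Wide blue boxes are coding parts of exons, narrow grey boxes are untranslated parts, the line is the whole gene on the plus strand, and the shaded band is 1 kb to either side of the transcription start site. The regions starting at 20771264 and 20771049 fall inside the band.

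Among the 34 genes tested in heads that had such a region of both lists at the transcription start site, 21 were higher and 13 were lower in HSD-F1 heads. Their median log2 fold change was 0.03, with a 95% bootstrap interval of -0.02 to 0.08 over 10000 resamples of the genes, and camera with an inter-gene correlation of 0.01 gave p = 0.778 against all other genes. The interval holds the 6 libraries fixed and does not measure the variation between replicates. Without the 2 genes that had no more than 3 counts in any library, the median was 0.04. Only slp1 among the 34 had an unadjusted p-value under 0.05, and it was higher in HSD-F1 heads, with a log2 fold change of 0.30 and an adjusted p-value of 0.911 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
From the lower cad expression in heads, the H3K27me3 signal near its promoter in embryos, the quantitative RT-PCR in HSD-F1 and HSD-F2 flies, and the loss of the decline after knockdown of E(z) and Pcl in the female germline, the paper concludes that the gain of this mark at cad reduces its mRNA in the heads of the offspring.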

We then asked whether Cad played a direct role in regulating sweet sensitivity in Gr5a^+^ gustatory neurons. Compared to the transgenic controls, knocking down Cad expression in Gr5a^+^ neurons led to lower PER responses to sucrose (Figure 5H). These results were consistent with a recent study and confirmed that Cad played an important role in regulating sweet sensitivity in Gr5a^+^ neurons (Vaziri et al., 2020). Furthermore, these results suggest that the reduction in Cad expression likely contributes to the deficits of sweet sensitivity and feeding behavior seen in the offspring of HSD-exposed ancestors.

It was unlikely that Cad was the only gene that mediated the transgenerational behavioral effect of HSD exposure. Other potential candidate genes might be missed out in the above analysis if they did not exhibit statistically different H3K27me3 modification levels or gene expression levels (Figure 5B). Besides Cad, we noticed that several transcription factors, Ptx1, GATAe, nub, which were known to regulate sweet sensitivity (Vaziri et al., 2020), also exhibited elevated H3K27me3 modifications around their promoter regions. However, these genes didn’t show downregulated gene expression in HSD-F1 flies (Figure 5—figure supplement 2A and B). It is thus possible that multiple transcriptional regulators are epigenetically modified by ancestral HSD exposure, which in turn exerts transgenerational effects on the sweet sensitivity and feeding behavior in offspring.

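Ptx1 (Dmel_CG1447) lies on chromosome 3R from 30912754 to 30930682. It had between 88 and 127 counts in every library, and its expression was 4.19 ± 0.170 CPM (SD, n = 3) in ND heads and 4.51 ± 0.313 CPM (SD, n = 3) in HSD-F1 heads. Its log2 fold change was 0.11 with a standard error of 0.14, and the adjusted p-value was 0.964 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A long non-coding RNA gene on the same strand overlaps Ptx1 and had 4 counts over the 6 libraries.
GATAe (Dmel_CG10278) lies on chromosome 3R from 16009105 to 16019133 and had few reads, with counts of 10, 8 and 1 in ND replicates and 5, 22 and 0 in HSD-F1 replicates. Its log2 fold change of 0.57 had a standard error of 1.06 (adjusted p = 0.975, same edgeR test), so that neither a rise nor a fall was detectable with these counts. The direction was set by HSD-F1 replicate 2, which held 22 of the 27 counts of its group. Without that library the log2 fold change was -1.10, and with limma-voom on all 6 libraries it was -0.27.
nub (Dmel_CG34395) lies on chromosome 2L from 12587625 to 12628135, and its expression was 3.57 ± 0.348 CPM (SD, n = 3) in ND heads and 2.72 ± 0.595 CPM (SD, n = 3) in HSD-F1 heads. The ranges overlapped, since HSD-F1 replicate 2 had 85 counts and so did ND replicate 2. The log2 fold change was -0.39 with a standard error of 0.20, and the adjusted p-value was 0.911 from the same test. Without HSD-F1 replicate 2 the log2 fold change of nub was -0.55 and the unadjusted p-value fell under 0.05, and in the other 17 settings it stayed above 0.05. The gene Ref2 overlaps nub on the opposite strand and had 0 counts. A two-sided exact permutation test of CPM gave p = 0.3 for Ptx1, p = 0.9 for GATAe and p = 0.2 for nub, whose unadjusted p-value in the edgeR test was 0.0877.

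**Figure D2:**
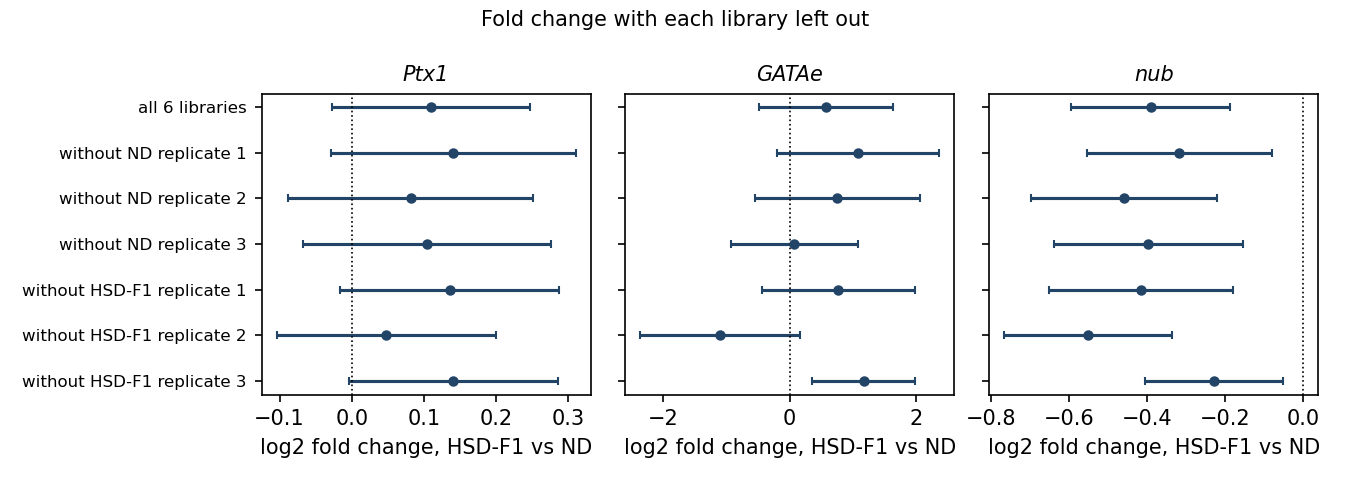
Log2 fold change of Ptx1, GATAe and nub in HSD-F1 against ND heads with all 6 libraries and with each library left out in turn. Points are fitted log2 fold changes from edgeR, bars are 1 standard error to either side, the dotted line marks no change, and each panel has its own horizontal scale. Ptx1 stayed between 0.05 and 0.14 and nub between -0.55 and -0.23, whereas GATAe ranged from -1.10 to 1.17.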

## Discussion

Transgenerational behavioral change is present in many animal species. In *C. elegans*, exposure to pathogenic threats induces avoidance memories which can transmit for four generations via sRNA signaling (Moore et al., 2021). In fruit flies, exposure to predatory wasps leads to the inheritance of ethanol preference for five generations via maternal NPF repression (Bozler et al., 2019). Such a ‘behavior memory’ may be evolutionarily beneficial in a sense to pre-adapt offspring for changing environmental conditions. Nevertheless, it may also lead to devastating effects in human health. Individuals who were exposed to the Dutch Famine in early gestation exhibited deficits in metabolism, cardiovascular health, and mental health (Schulz, 2010). Similarly, mice exposed to traumatic experiences and drugs induce depressive-like or autism-like behaviors in their progeny (Chan et al., 2020; Choi et al., 2016; Gapp et al., 2014).

Globally, HSD has become a routine of modern lifestyle, which is linked to various human diseases, including obesity, type 2 diabetes, and neurobiological diseases (Malik and Hu, 2022; Malik et al., 2010). HSD also induces many behavioral disorders in animal models such as feeding abnormalities and addiction-like behaviors (Avena et al., 2009; May et al., 2019). This present study uncovers that HSD not only affects flies’ overall physiology and metabolism within the same generation, but also affects their sweet sensitivity and feeding behavior in a manner spanning multiple generations of offspring. If similar observations hold true in human society, HSD exposure may lead to an additional layer of health risk that needs to be recognized and addressed.

Mechanistically, our data indicate that elevated H3K27me3 modifications upon ancestral HSD exposure are the key epigenetic factors underlying the transgenerational regulations of sweet sensitivity and feeding behavior (Figure 5I). HSD exposure enhances genome-wide H3K27me3 but not H3K27ac or H3K9me2/3 modifications in early embryos. E(z) and Pcl, the key components of PCL-PRC2 complex, play a crucial role in catalyzing trimethylation of the repressive chromatin marker histone H3 lysine 27, thus maintaining this imprinting during fly development. Perturbation of PCL-PRC2 complex, via both genetic and pharmacological approaches, blocks the transmission of such repressive histone imprinting to offspring and eliminates the transgenerational modulation of sweet sensitivity and feeding behavior. Such epigenetic modulations are transmitted via the female germline, and exert a long-lasting effect on the expression of Cad (and possibly other transcriptional regulators) in the offspring. Cad, a transcription factor belonging to the Hox family, regulates the sensitivity of sweet-sensing gustatory neurons and plays a role in modulating PER responses to sucrose.

Feeding behavior is tightly regulated by various factors, such as internal nutritional needs, overall physiological status, and environmental cues. However, most of these regulations are quite dynamic in nature and do not last for long. For example, in fruit flies energy shortage can trigger foraging and feeding behavior in the timescale of hours, which can be rapidly suppressed upon acquisition of desirable food sources (Basiri and Stuber, 2016; Qi et al., 2021). These regulations are often mediated by rapid-acting molecular and cellular mechanisms such as ion channels, hormones, and neuropeptides (Pool and Scott, 2014). HSD can also modulate feeding behavior in a dynamic manner (Sung et al., 2022). Moreover, this mechanism is reversible within the same generation. For example, the number of PLCβ2^+^ taste bud cells in the fungiform papilla decreased within 4 weeks of HSD exposure in mice and was completely restored within 4 weeks upon the removal of HSD (Sung et al., 2022). However, our present study reveals a highly persistent and heritable mechanism of transgenerational modulation of sweet taste perception and feeding behavior that can transmit through multiple generations without re-exposure to the original HSD treatment. These findings suggest that feeding behavior can be modulated by different regulatory mechanisms with distinct timescales in response to various types of environmental and internal state changes. The relationship between these different mechanisms will be of great interest to further study. For example, it remains unclear whether and how hormonal and neurotransmitter changes that occur upon HSD exposure in flies within the same generation contribute to the reprogramming of H3K27me3 that can last for multiple generations.

Based on our present study, several important questions remain to be answered. The first question is how HSD evaluates H3K27me3 modifications. Previous work reported that some dietary bioactive compounds could regulate histone modifying enzymes (Vahid et al., 2015). Thus, HSD may directly regulate the activity of histone methyltransferases or histone demethylases. Alternatively, HSD may affect H3K27me3 modifications via certain nutrient-sensing mechanisms such as *O*-GlyNAc transferase, which is known to facilitate H3K27me3 formation with PRC2. The second question lies in how elevated H3K27me3 modifications in specific gene loci are retained during gamete formation and embryo development, and how such epigenetic imprinting is removed after four to five generations on ND. Previous work reported that long-term memory of H3K27me3 depends on efficient copying of this mark after each DNA replication cycle in a PRC2-dependent manner (Coleman and Struhl, 2017). It is therefore possible that PRC2-mediated maintenance of H3K27me3 imprinting can be regulated by dietary exposure. The third question is how H3K27me3 imprinting affects specific neurons in the adult via Cad signaling. We showed that upregulated H3K27me3 modifications decreased Cad expression. Future studies are needed to examine how Cad signaling impacts the development and function of Gr5a^+^ gustatory neurons, and whether other transcription factors may also be involved. Previous work has reported that Cad regulates a network containing 119 candidate genes that were implicated in sensory perception of chemical stimulus, neuropeptide signaling pathways, signal transduction, and transcription factor activity, which could impact the sweet gustatory neurons and play a role in modulating PER responses to sucrose (Vaziri et al., 2020).

In this present study we focus on the function of histone modifications on transgenerational behavioral inheritance. It will also be of interest to explore other mechanisms that may also participate in the transgenerational inheritance of sweet perception. Especially, as the Piwi protein negatively regulates H3K27 trimethylation (Peng et al., 2016), future studies are needed to understand whether piRNAs, which have been reported to direct transient heterochromatin formation and stabilize maternal mRNAs during embryogenesis (Dufourt et al., 2017; Fabry et al., 2021; Wang and Lin, 2021), are involved in the transgenerational inheritance we identified. Given HSD exposure imposes a systemic influence on flies’ physiology and metabolism, other non-epigenetic factors, such as maternal nutritional conditions and their potential influences on the development and maturation of oocytes, may also play a role in the transgenerational inheritance of sweet perception upon ancestral HSD exposure. Furthermore, the identification of HSD exposure-induced transgenerational changes in sweet sensitivity and feeding raises the question of whether similar phenomena and mechanism can be extended to other behaviors. Our findings highlight a novel and pivotal role of epigenetic modifications in preparing animals for the dynamic environment, which opens a new avenue of research to further uncover the interactions among prior experience, epigenetics, and behavioral modulations across generations.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*D. melanogaster*)	*nosNGT-GAL4*	Bloomington Drosophila Stock Center	Cat: #31777 RRID:BDSC_31777	FlyBase symbol: P{Gal4-nos.NGT}40
Genetic reagent (*D. melanogaster*)	*Maternal-tubulin-Gal4*	Bloomington Drosophila Stock Center	Cat: #2318 PMID:23105012	FlyBase symbol: P{matα4-GAL-VP16}
Genetic reagent (*D. melanogaster*)	*UAS-GCaMP6m*	Bloomington Drosophila Stock Center	Cat: #42748 RRID:BDSC_42748	FlyBase symbol: w[1118]; P{y[+t7.7] w[+mC]=20XUAS-IVS-GCaMP6m}attP40
Genetic reagent (*D. melanogaster*)	*Gr5a-GAL4*	Bloomington Drosophila Stock Center	Cat: #57592; RRID:BDSC_57592	FlyBase symbol: w[*]; P{w[+mC]=Gr5a-GAL4.8.5}6; Dr[1]/TM3, Sb
Genetic reagent (*D. melanogaster*)	*UAS-E(z) RNAi*	Tsinghua Fly Center	Cat: #2831	
Genetic reagent (*D. melanogaster*)	*UAS-Su(var)3–9 RNAi*	Tsinghua Fly Center	Cat: #3558	
Genetic reagent (*D. melanogaster*)	*UAS-Rpd3 RNAi*	Tsinghua Fly Center	Cat: #0695	
Genetic reagent (*D. melanogaster*)	*UAS-cad RNAi*	Tsinghua Fly Center	Cat: #03,877.N	
Antibody	Anti-Histone H3 (di methyl K9) mouse polyclonal	Abcam	Cat: #ab1220 RRID:AB_449854	ChIP-seq 10 μg
Antibody	Anti-acetyl histone-h3-k27 rabbit polyclonal	Abcam	Cat: #ab4729 RRID:AB_2118291	ChIP-seq 10 μg
Antibody	Anti-Histone H3 (tri methyl K27) mouse polyclonal	Abcam	Cat: #ab6002 RRID:AB_305237	ChIP-seq 10 μg
Antibody	Anti-Histone H3 (tri methyl K9) rabbit polyclonal	Abcam	Cat: #ab8898 RRID:AB_306848	ChIP-seq 10 μg
Antibody	Anti-Histone H3 antibody rabbit polyclonal	Abcam	Cat: #ab1791 RRID:AB_302613	ChIP-seq 10 μg WB 1:1000
Antibody	Anti-Histone H3 (tri methyl K27) rabbit polyclonal	Jingjie PTM BioLab	Cat: #PTM-647RM	WB 1:1000 IF 1:200
Antibody	Anti-rabbit IgG, HRP-linked Antibody goat polyclonal	Jackson ImmunoResearch Laboratories Inc	Cat: #111-035-003 RRID: AB_2313567	WB 1:1000
Antibody	Anti-Histone H3 (tri methyl K27) mouse polyclonal	Jingjie PTM BioLab	Cat: #PTM-5002	WB 1:1000 IF 1:200
Antibody	Goat anti-mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 goat polyclonal	Invitrogen	Cat: #a11001 RRID: AB_2534069	IF 1:1000
Antibody	Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 633 goat polyclonal	Invitrogen	Cat: #a21071 RRID: AB_2535732	IF 1:1000
Chemical compound	Fluoroshield with DAPI	Sigma-Aldrich	Cat: #F6057	10 μL
Chemical compound	EED226	Selleck	Cat: #S8496	5 μM
Chemical compound	Chaetocin	Selleck	Cat: #S8068	5 μM
Chemical compound	A-395	Sigma-Aldrich	Cat: #SML1923	10 μM
Commercial assay or kit	Graduated glass capillary	VWR	Cat: #53432-604	
Commercial assay or kit	Triglyceride Quantification Colorimetric/Fluorometric Kit	Nanjing Jiancheng Bioengineering Institute	Cat: #A110-1-1	
Commercial assay or kit	Liver/Muscle glycogen assay kit	Nanjing Jiancheng Bioengineering Institute	Cat: #A043-1-1	
Commercial assay or kit	Trehalose quantification kit	Nanjing Jiancheng Bioengineering Institute	Cat: #A149-1-1	
Commercial assay or kit	MOPS Running Buffer Powder MOPS	GenScript Biotech Corporation	Cat: #M00138	for Western blotting
Commercial assay or kit	ExpressPlus PAGE Gel,10×8, 4–20%, 15 wells	GenScript Biotech Corporation	Cat: #M42015c	for Western blotting
Commercial assay or kit	SDS-PAGE Sample Loading Buffer，5×	Biosharp	Cat: #BL502A	for Western blotting
Commercial assay or kit	Affinity ECL kit(picogram)	Affinity	Cat: #KF8001	for Western blotting
Commercial assay or kit	Goat Serum	Beyotime	Cat: #C0265	for Western blotting
Chemical compound	Hexanoic acid	macklin	Cat: #H810882	
Chemical compound	Sucrose	Sigma-Aldrich	Cat: #S0389	
Chemical compound	NaCl	Sigma-Aldrich	Cat: #S3014	
Chemical compound	CaCl_2_	Sigma-Aldrich	Cat: #C5670	
Chemical compound	MgCl_2_	Sigma-Aldrich	Cat: #M4880	
Chemical compound	KCl	Sigma-Aldrich	Cat: #P9541	
Chemical compound	HEPES	Sigma-Aldrich	Cat: #54457	
Chemical compound	NaHCO_3_	Sigma-Aldrich	Cat: #S5761	
Chemical compound	NaH_2_PO_4_	Sigma-Aldrich	Cat: #S3139	
Software, algorithm	Fiji/ImageJ	NIH		https://imagej.nih.gov/ij/download.html
Software, algorithm	Rstudio			https://www.rstudio.com/
Software, algorithm	GraphPad Prism 9	GraphPad Software		https://www.graphpad.com/scientificsoftware/prism/
Software, algorithm	R version 3.6 and 4.0	Camp Pontanezen – The R Foundation for Statistical Computing		https://www.r-project.org/
Software, algorithm	Bowtie2 version 2.3.5.1			https://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Software, algorithm	samtools version 1.10.			http://www.htslib.org/
Software, algorithm	deeptools version 3.3.1			https://deeptools.readthedocs.io/en/develop/
Software, algorithm	IGV version 2.4.13			https://software.broadinstitute.org/software/igv/download

### Flies

Flies were kept in vials containing a standard medium made of yeast, corn, and agar at 25°C, 60% relative humidity, and on a 12 hr light-12-hr dark cycle. Virgin female flies were collected shortly after eclosion and kept in groups (25 flies per vial) on standard fly medium (ND, with 10% sucrose) or HSD (ND plus an additional 10% sucrose) for 4–6 days before experiments.

Fly strains used in the manuscript: *nosNGT-GAL4:* (*#*31777), *Maternal-tubulin-Gal4* (*#*2318), *Gr5a-GAL4* (#57592), and *UAS-GCaMP6m* (#42748) were obtained from the Bloomington Drosophila Stock Center at Indiana University; *UAS-E(z) RNAi* (#2831), *UAS-Pcl RNAi* (#1185), *UAS-Su(var)3–9 RNAi* (#3558), *UAS-Rpd3 RNAi* (#0695), and *UAS-cad RNAi* (#03,877.N) were from the Tsinghua Fly Center.

### Chemicals and antibodies

Sucrose (#S0389), NaCl (#S3014), CaCl_2_ (#C5670), MgCl_2_ (#M4880), KCl (#P9541), NaH_2_PO_4_ (#S3139), NaHCO_3_ (#S5761), and HEPES (#54457) were from Sigma-Aldrich. Hexanoic acid (Macklin, #H810882) for PER assay was purchased from Macklin. EED226 (5 μM, Selleck, #S8496), Chaetocin (5 μM, Selleck #S8068), and A-395 (10 μM, Sigma-Aldrich, #SML1923) were added to the standard medium. Flies were kept on these foods for 5 days before the assay (change fresh medium every 2 days).

The following antibodies were used: The antibodies against Histone H3 (di methyl K9) (#ab1220), acetyl histone-h3-k27 (#ab4729), Histone H3 (trimethyl K27) (#ab6002, #PTM-5002, #PTM-647RM), Histone H3 (trimethyl K9) (#ab8898), and Histone H3 antibody (#ab1791) were purchased from Abcam and Jingjie PTM BioLab. The secondary antibodies against rabbit (Alexa Fluor 633, #a21071, HRP-linked Antibody, #111-035-003) and mouse (Alexa Fluor 488, #a11001) were purchased from Jackson ImmunoResearch and Invitrogen. Fluoroshield with DAPI (#F6057) was purchased from Sigma-Aldrich.

### Triglyceride, glycogen, and trehalose measurement

For triglyceride and glycogen, a single fly was anesthetized and transferred to tube with the corresponding extract. The samples were measured according to the manufacturer’s instructions. Glycogen was measured with Liver/Muscle glycogen assay kit (#A043-1-1, Nanjing Jiancheng Bioengineering Institute, China). Triglyceride was measured with Triglyceride Quantification Colorimetric/Fluorometric Kit (#A110-1-1, Nanjing Jiancheng Bioengineering Institute).

The hemolymph trehalose was quantified by trehalose quantification kit (#A149-1-1, Nanjing Jiancheng Bioengineering Institute). Briefly, 40 flies were anesthetized and then pierced in the thorax with dissecting forceps. The pierced flies were then transferred to perforated tubes and centrifuged for 5 min at 3000×*g* at 4°C to collect the hemolymph. Afterward, 0.6 μL hemolymph was quickly removed into a 200 μL tube with trehalose extract and vortexed for 2–3 min. After 45 min standing, the sample was centrifuged at 8000×*g* for 10 min. Then 175 μL supernatant was added to 700 μL reaction solution and boiled for 5 min. After cooling, 250 μL sample was removed to a 96-well plate for the light absorption value measurement at 620 nm.

### The CAFE assay

As described previously (Ja et al., 2007), 25 indicated virgin flies were collected upon eclosion and aged for 4 days. To construct the CAFE setup, one hole was bored into the lid of a *Drosophila* bottle and a 5 μL glass capillaries (VWR, #53432-604) filled with 20% sucrose was inserted. The bottle also contained 2% agar medium to ensure satiation with water. 10 female virgin flies were inserted into each bottle by mouth aspiration and adapted for 24 hr, then the capillaries were changed to new ones containing same concentration sucrose, and the level of capillary was marked. After 24 hr at 25°C, 60% relative humidity, the level of capillary was marked again and the distance between these marks was converted into a volume consumed per fly. In addition, three blank bottles without flies were set up in the same way, and the mean volume change from these capillaries was subtracted from the capillaries with flies, to control for the effect of evaporation.

### The MAFE assay

As described previously (Qi et al., 2015), individual flies were transferred and immobilized in a 200 μL pipette tip, and then sated with sterile water before being presented with 400 mM sucrose filled in a graduated glass capillary (VWR, #53432-604). The food stimulation was repeated until the flies became unresponsive to a series of 10 food stimuli, and the total food consumption was calculated based on the volume change during feeding process.

### PER assay

PER assay was performed as described (Qi et al., 2015). Briefly, individual flies were gently aspirated and immobilized in a 200 μL pipette tip as in the MAFE assay. Flies were first sated with water and then subjected to different sugar or fatty acid solutions with each solution tested twice. Flies showing PER responses to at least one of the two trials were considered positive to that sugar or fatty acid concentration. Fatty acids were dissolved in ethanol and tested at a concentration of 1% (Ahn et al., 2017; Brown et al., 2021). All PER experiments had n>3 replicates with 8–12 flies per replicate or n>6 replicates with 5 flies per replicate unless otherwise stated.

The S_50_ indicates the sucrose concentration that induces 50% PER, which was estimated using the basic linear or nonlinear regression model based on a previous method (Vaziri et al., 2020). All S_50_ estimations were performed in R package using the ‘basicTrendline’ function.

### Quantitative RT-PCR

Total RNA was extracted from the head tissues of flies. RNA was reverse-transcribed with the All-in-One cDNA Synthesis Supermix (TransScript). Quantitative RT-PCR was conducted on Bio-Rad CFX96 using the SYBR green PCR master mix (TaKaRa, Japan) with the primers listed in quantitative RT-PCR primers table. Relative mRNA levels were calculated relative to *rp49* expression by the comparative Ct method.

### Quantitative RT-PCR primers table

**Table:** 

Gene	Primers
*rp49*	CGCACCAAGCACTTCATCC
	ACGCACTCTGTTGTCGATACC
*Pcl*	CGGGAATTTGTCGCCAGTTG
	TCGTTGACCCGATGCTTCTC
*E(z*)	ATGCTGACCAAGACCTGTCG
	GGAGGTGTGAAGTCCTGTCG
*Su(z)12*	GCCAGCAACCAGTAACAACG
	CCTTGGTCCTCTCCGATGTG
*Esc*	GCTGGAAACCGGGACAACTA
	AGCCGAATCTCACGAACCAG
*Caf-1*	AGCCTCGAAATGGTGGATCG
	GTCGAAGGATTCCGCTGCTA
*Dilp2*	GCCTTTGTCCTTCATCTCG
	CCATACTCAGCACCTCGTTG
*Dilp5*	TTTAGGCAAATGAAATACGGC
	AACGCAGCCGATACTCACA
*cad*	CGACTCAAGTTTGCCTTATTTATTA
	TTTAGGCAAATGAAATACGGC
*upd2*	TTCCTGCCGAACATGACGAG
	GGTCCGCTTCACTCTGTCTC
*Utx*	GCTCAGTCAAGCACCATTGC
	AGCATCTGCGCTGTTTGTTG
*Cbp*	ACTTGGGAAGAGCAGTTCGG
	CGATGCGTTTGGCCATCTTC

### Calcium imaging

For in vivo imaging (Yang et al., 2018), flies were anesthetized on ice and glued onto transparent tape. Then, a hole (~1–2 mm) on the tape was incised to expose the dorsal part of the fly head. The cuticle part around the Gr5a^+^ neuron regions of the fly brain was gently removed with forceps and the brain was bathed in the adult hemolymph-like solution (108 mM NaCl, 8.2 mM MgCl_2_, 4 mM NaHCO_3_, 1 mM NaH_2_PO_4_, 2 mM CaCl_2_, 5 mM KCl, 5 mM HEPES, 80 mM sucrose, pH 7.3). A micro manipulator delivered liquid food to the proboscis of the fly at the indicated time and the actual feeding bouts were imaged by a digital camera installed under the imaging stage at 0.5 frame/s.

More specifically, at each feeding bout, the flies extended their proboscis to reach the surface of the liquid food and started food ingestion. By adding a blue dye in the liquid food, the actual flow of the dyed food through flies’ pharynx could also be seen.

The calcium signals of Gr5a^+^ neurons were recorded by a Nikon C2 confocal microscope, with a water immersion objective lens (40×/0.80 w DIC N2) at 0.2 frame/s.

Image analyses were performed in ImageJ and plotted in Excel (Microsoft). The ratio changes were calculated using the following formula: ΔF/F = [F – F_0_]/F_0_, where F is the mean florescence of cell body, F_0_ is the average base line (~60 s interval before stimulation).

### RNA-seq and analysis

Total RNA from fly heads was extracted from 5-day-old female flies using the Trizol reagent (Invitrogen, USA). mRNA was purified from total RNA using oligo(dT)-attached magnetic beads, followed by library preparation (the quality of libraries was checked by Bioanalyzer 2100 [Agilent]) and sequencing (BGISEQ 500 platform) with paired-end 150 bps. Sequence data were subsequently mapped to *Drosophila* genome and uniquely mapped reads were collected for further analysis. Gene expression was calculated by the FPKM (fragments per kilobase of exon per million fragments mapped). The genes with a p-value less than 0.05 and |log_1.5_fold change| more than 1 were considered as differentially expressed genes. The RNA-seq data were deposited in GEO database under the accession codes (GSE216075 and GSE215756).

### Embryo sorting

Flies were maintained in large population cages in an incubator set at standard conditions (25°C). Cycle 10–12 embryos for ChIP-seq were collected for 30 min, and then allowed to develop for 50 additional minutes before being harvested (Foe and Alberts, 1983). Embryos for immunofluorescence staining were collected for 2 hr, and then allowed to develop for 30 additional min before being harvested (Huang et al., 2017). Harvested embryos were dechorionated for 2 min in 50% sodium hypochloride and hand sorted (within 30 min) in a small dish using an inverted microscope to remove embryos younger or older than the targeted age range based on morphology of the embryos as previously described (Li et al., 2014).

All embryos were preserved in the embryo stock buffer A1 (60 mM KCl, 15 mM NaCl, 4 mM MgCl_2_, 15 mM HEPES, 0.5% Triton X-100, 0.5 mM DTT, and 10 mM sodium butyrate) at –80°C or frozen by liquid nitrogen.

### Immunofluorescence staining

For immunofluorescence staining (Iovino et al., 2013; Tang et al., 2020), germarium was dissected from 3-day-old virgin flies in PBS and fixed in 4% PFA at room temperature for 1 hr. Harvested embryos were fixed in heptane. The fixed germarium and embryos were rinsed in PBST (PBS with 0.3% Triton X-100) three times and blocked in PBST with 5% normal goat serum for 1 hr at room temperature. The tissues were then incubated with primary antibody (anti-H3K27me3 #PTM-647RM 1:200, #PTM-5002 1:200) diluted in PBST with 5% normal goat serum overnight at 4°C. After being rinsed three times in PBST, the tissues were incubated with appropriate fluorescently labeled secondary antibodies (goat anti mouse 488 #a11001 1:1000, goat anti rabbit 633 #a21071 1:1000) in dark for 1 hr. They were then stained with DAPI (Fluoroshield with DAPI, Sigma, #F6057). Images were collected on the ZEISS LSM800 confocal system.

### Western blotting

For western blot (Huang et al., 2020), fly tissues and embryos were collected and homogenized in PBS with protease inhibitors. Samples were denatured, separated by SDS-PAGE, and transferred to a polyvinylidene difluoride membrane. After being blocked in TBST containing 5% milk, the membrane was incubated with the specific primary antibody (anti-H3 #ab1791 1:1000, anti-H3K27me3 #PTM-647RM, 1:1000) followed by HRP-conjugated goat anti-rabbit (#111-035-003, 1:5000). The specific bands were detected by an ECL western blotting detection system (Bio-Rad, USA). Qualification was performed using Image J software.

### ChIP-seq and analysis

Formaldehyde was added to the embryos for cross-linking for 10 min, then glycine was added to quench the formaldehyde, followed by centrifugation and removal of the supernatant. The pellet was washed twice and then lysed with the Lysis Buffer (140 mM NaCl, 15 mM HEPES, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxycholate). The lysate is sonicated using Qsonica (duty cycle – 10%; intensity – 5; cycles per burst – 200; time – 4 min) and centrifuged. The chromatin obtained was fragmented to sizes ranging from 100 to 300 bp. The supernatant was carefully transferred to a new tube to incubate with corresponding antibody (10 μg) at 4°C overnight. Then, 15 μL of Pierce Protein A/G beads (Thermo Fisher) were added to the mixture, followed by further incubation for 4 hr on a rotator. After washing four times with TE Buffer (0.1 mM EDTA, 10 mM Tris-HCl pH 8.0), the beads were incubated with the 250 μL Elution Buffer (10 mM EDTA, 50 mM Tris HCl pH 8.0, 1% SDS) at 65°C for 30 min. Then, 1.6 μL 25 mg/mL RNase A (Sigma) was added, and all samples were incubated at 65°C for 3 hr. After the RNase A treatment, all samples were further treated with 6 μL Proteinase K (Sigma) at 56°C for 2 hr. The resulting DNA was purified by Agencourt Ampure beads (Beckman Coulter). One μg of DNA was used to generate sequencing library using the mRNA-Seq Sample Preparation Kit (Illumina) and sequenced on an Illumina Hiseq platform (Novagene) with paired-end 300 bps.

Raw reads were cleaned using trim galore. The reads were then aligned to the dm6 genome assembly using Bowtie2 v2.3.5.1 with default parameters. Duplicate reads were then removed using MarkDuplicates from gatk package v.4.1.4.1. Replicate samples were merged using Samtools v1.10. For ChIP-seq, bigwig tracks were generated using bamCompare from deepTools 3.3.1 (parameters: --skipNAs --scaleFactorsMethod CPM --operation log2 --extendReads 200). Negative values were set to zero. Peak calling was performed using Macs2 v2.2.6 callpeak with default parameters. ChIP-seq profiles were created by computeMatrix and plotProfile in deepTools 3.3.1. IGV v.2.4.13 was used to visualize the bigwig tracks. The difference peaks of ChIP-seq data were found by using MACS2 with the options ‘bdgdiff’. The parameters were ‘--t1 --c1 --t2 --c2 --d1 --d2 --o-prefix’ and others were default.

### Statistical analysis

Data are represented as means ± SEM. Statistical tests were performed using D’Agostino-Pearson omnibus test for normal distribution, t test or Mann-Whitney U-test for two groups comparisons, one-way ANOVA, two-way ANOVA with a Bonferroni correction (Bonferroni post hoc test), or Kruskal-Wallis H test for comparisons among three or more groups and comparisons with more than one variant. All statistical analysis was performed using GraphPad Prism 9.0.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE216075 and GSE215756.All data generated or analysed during this study are included in the manuscript and supporting file; Source Data files have been provided for all figures and figure supplements. The following datasets were generated: YangJ 2022Histone methylation mediates transgenerational modulations of sweet perception by high sugar diet [ChIP-Seq]NCBI Gene Expression OmnibusGSE216075 YangJ 2022Histone methylation mediates transgenerational modulations of sweet perception by high sugar diet [RNA-Seq]NCBI Gene Expression OmnibusGSE215756

## References

[bib1] Ahn JE, Chen Y, Amrein H (2017). Molecular basis of fatty acid taste in *Drosophila*. eLife.

[bib2] Aldrich JC, Maggert KA (2015). Transgenerational inheritance of diet-induced genome rearrangements in *Drosophila*. PLOS Genetics.

[bib3] Anson RM, Guo Z, de Cabo R, Iyun T, Rios M, Hagepanos A, Ingram DK, Lane MA, Mattson MP (2003). Intermittent fasting dissociates beneficial effects of dietary restriction on glucose metabolism and neuronal resistance to injury from calorie intake. PNAS.

[bib4] Arnold SE, Lucki I, Brookshire BR, Carlson GC, Browne CA, Kazi H, Bang S, Choi BR, Chen Y, McMullen MF, Kim SF (2014). High fat diet produces brain insulin resistance, synaptodendritic abnormalities and altered behavior in mice. Neurobiology of Disease.

[bib5] Avena NM, Rada P, Hoebel BG (2009). Sugar and fat bingeing have notable differences in addictive-like behavior. The Journal of Nutrition.

[bib6] Basiri ML, Stuber GD (2016). Multimodal signal integration for feeding control. Cell.

[bib7] Birse RT, Choi J, Reardon K, Rodriguez J, Graham S, Diop S, Ocorr K, Bodmer R, Oldham S (2010). High-fat-diet-induced obesity and heart dysfunction are regulated by the TOR pathway in *Drosophila*. Cell Metabolism.

[bib8] Bohacek J, Mansuy IM (2015). Molecular insights into transgenerational non-genetic inheritance of acquired behaviours. Nature Reviews. Genetics.

[bib9] Bozler J, Kacsoh BZ, Bosco G (2019). Transgeneratonal inheritance of ethanol preference is caused by maternal NPF repression. eLife.

[bib10] Brent AE, Rajan A (2020). Insulin and Leptin/Upd2 exert opposing influences on synapse number in fat-sensing neurons. Cell Metabolism.

[bib11] Brown EB, Shah KD, Palermo J, Dey M, Dahanukar A, Keene AC (2021). *Ir56d*-dependent fatty acid responses in *Drosophila* uncover taste discrimination between different classes of fatty acids. eLife.

[bib12] Buescher JL, Musselman LP, Wilson CA, Lang T, Keleher M, Baranski TJ, Duncan JG (2013). Evidence for transgenerational metabolic programming in *Drosophila*. Disease Models & Mechanisms.

[bib13] Buettner R, Schölmerich J, Bollheimer LC (2007). High-fat diets: modeling the metabolic disorders of human obesity in rodents. Obesity.

[bib14] Chan JC, Morgan CP, Adrian Leu N, Shetty A, Cisse YM, Nugent BM, Morrison KE, Jašarević E, Huang W, Kanyuch N, Rodgers AB, Bhanu NV, Berger DS, Garcia BA, Ament S, Kane M, Neill Epperson C, Bale TL (2020). Reproductive tract extracellular vesicles are sufficient to transmit intergenerational stress and program neurodevelopment. Nature Communications.

[bib15] Chen Q, Yan M, Cao Z, Li X, Zhang Y, Shi J, Feng GH, Peng H, Zhang X, Zhang Y, Qian J, Duan E, Zhai Q, Zhou Q (2016). Sperm tsRNAs contribute to intergenerational inheritance of an acquired metabolic disorder. Science.

[bib16] Chen D, Yang J, Xiao Z, Zhou S, Wang L (2021). A diet-induced type 2 diabetes model in *Drosophila*. Science China. Life Sciences.

[bib17] Chen B, Du Y-R, Zhu H, Sun M-L, Wang C, Cheng Y, Pang H, Ding G, Gao J, Tan Y, Tong X, Lv P, Zhou F, Zhan Q, Xu Z-M, Wang L, Luo D, Ye Y, Jin L, Zhang S, Zhu Y, Lin X, Wu Y, Jin L, Zhou Y, Yan C, Sheng J, Flatt PR, Xu G-L, Huang H (2022). Maternal inheritance of glucose intolerance via oocyte TET3 insufficiency. Nature.

[bib18] Chng W-BA, Hietakangas V, Lemaitre B (2017). Physiological adaptations to sugar intake: new paradigms from *Drosophila melanogaster*. Trends in Endocrinology and Metabolism.

[bib19] Choi CS, Gonzales EL, Kim KC, Yang SM, Kim JW, Mabunga DF, Cheong JH, Han SH, Bahn GH, Shin CY (2016). The transgenerational inheritance of autism-like phenotypes in mice exposed to valproic acid during pregnancy. Scientific Reports.

[bib20] Coleman RT, Struhl G (2017). Causal role for inheritance of H3K27me3 in maintaining the OFF state of a *Drosophila* HOX gene. Science.

[bib21] Dahanukar A, Lei YT, Kwon JY, Carlson JR (2007). Two Gr genes underlie sugar reception in *Drosophila*. Neuron.

[bib22] Daxinger L, Whitelaw E (2012). Understanding transgenerational epigenetic inheritance via the gametes in mammals. Nature Reviews. Genetics.

[bib23] Dufourt J, Bontonou G, Chartier A, Jahan C, Meunier AC, Pierson S, Harrison PF, Papin C, Beilharz TH, Simonelig M (2017). piRNAs and Aubergine cooperate with Wispy poly(A) polymerase to stabilize mRNAs in the germ plasm. Nature Communications.

[bib24] Dunn GA, Bale TL (2011). Maternal high-fat diet effects on third-generation female body size via the paternal lineage. Endocrinology.

[bib25] Fabry MH, Falconio FA, Joud F, Lythgoe EK, Czech B, Hannon GJ (2021). Maternally inherited piRNAs direct transient heterochromatin formation at active transposons during early *Drosophila* embryogenesis. eLife.

[bib26] Foe VE, Alberts BM (1983). Studies of nuclear and cytoplasmic behaviour during the five mitotic cycles that precede gastrulation in *Drosophila* embryogenesis. Journal of Cell Science.

[bib27] Gapp K, Jawaid A, Sarkies P, Bohacek J, Pelczar P, Prados J, Farinelli L, Miska E, Mansuy IM (2014). Implication of sperm RNAs in transgenerational inheritance of the effects of early trauma in mice. Nature Neuroscience.

[bib28] Guida MC, Birse RT, Dall’Agnese A, Toto PC, Diop SB, Mai A, Adams PD, Puri PL, Bodmer R (2019). Intergenerational inheritance of high fat diet-induced cardiac lipotoxicity in *Drosophila*. Nature Communications.

[bib29] He Y, Korboukh I, Jin J, Huang J (2012). Targeting protein lysine methylation and demethylation in cancers. Acta Biochimica et Biophysica Sinica.

[bib30] He Y, Selvaraju S, Curtin ML, Jakob CG, Zhu H, Comess KM, Shaw B, The J, Lima-Fernandes E, Szewczyk MM, Cheng D, Klinge KL, Li HQ, Pliushchev M, Algire MA, Maag D, Guo J, Dietrich J, Panchal SC, Petros AM, Sweis RF, Torrent M, Bigelow LJ, Senisterra G, Li F, Kennedy S, Wu Q, Osterling DJ, Lindley DJ, Gao W, Galasinski S, Barsyte-Lovejoy D, Vedadi M, Buchanan FG, Arrowsmith CH, Chiang GG, Sun C, Pappano WN (2017). The EED protein-protein interaction inhibitor A-395 inactivates the PRC2 complex. Nature Chemical Biology.

[bib31] Heard E, Martienssen RA (2014). Transgenerational epigenetic inheritance: myths and mechanisms. Cell.

[bib32] Heijmans BT, Tobi EW, Stein AD, Putter H, Blauw GJ, Susser ES, Slagboom PE, Lumey LH (2008). Persistent epigenetic differences associated with prenatal exposure to famine in humans. PNAS.

[bib33] Hombría JCG, Brown S, Häder S, Zeidler MP (2005). Characterisation of Upd2, a *Drosophila* JAK/STAT pathway ligand. Developmental Biology.

[bib34] Huang A, Amourda C, Zhang S, Tolwinski NS, Saunders TE (2017). Decoding temporal interpretation of the morphogen Bicoid in the early *Drosophila* embryo. eLife.

[bib35] Huang R, Song T, Su H, Lai Z, Qin W, Tian Y, Dong X, Wang L (2020). High-fat diet enhances starvation-induced hyperactivity via sensitizing hunger-sensing neurons in *Drosophila*. eLife.

[bib36] Hudson AM, Cooley L (2014). Methods for studying oogenesis. Methods.

[bib37] Huypens P, Sass S, Wu M, Dyckhoff D, Tschöp M, Theis F, Marschall S, Hrabě de Angelis M, Beckers J (2016). Epigenetic germline inheritance of diet-induced obesity and insulin resistance. Nature Genetics.

[bib38] Ikeya T, Galic M, Belawat P, Nairz K, Hafen E (2002). Nutrient-dependent expression of insulin-like peptides from neuroendocrine cells in the CNS contributes to growth regulation in *Drosophila*. Current Biology.

[bib39] Inagaki HK, Ben-Tabou de-Leon S, Wong AM, Jagadish S, Ishimoto H, Barnea G, Kitamoto T, Axel R, Anderson DJ (2012). Visualizing neuromodulation in vivo: TANGO-mapping of dopamine signaling reveals appetite control of sugar sensing. Cell.

[bib40] Iovino N, Ciabrelli F, Cavalli G (2013). PRC2 controls *Drosophila* oocyte cell fate by repressing cell cycle genes. Developmental Cell.

[bib41] Ja WW, Carvalho GB, Mak EM, de la Rosa NN, Fang AY, Liong JC, Brummel T, Benzer S (2007). Prandiology of *Drosophila* and the CAFE assay. PNAS.

[bib42] Karunakar P, Bhalla A, Sharma A (2019). Transgenerational inheritance of cold temperature response in *Drosophila*. FEBS Letters.

[bib43] Kaspar D, Hastreiter S, Irmler M, Hrabé de Angelis M, Beckers J (2020). Nutrition and its role in epigenetic inheritance of obesity and diabetes across generations. Mammalian Genome.

[bib44] Kelly BD (2019). The Great Irish Famine (1845-52) and the Irish asylum system: remembering, forgetting, and remembering again. Irish Journal of Medical Science.

[bib45] Klosin A, Casas E, Hidalgo-Carcedo C, Vavouri T, Lehner B (2017). Transgenerational transmission of environmental information in *C. elegans*. Science.

[bib46] Le Thomas A, Stuwe E, Li S, Du J, Marinov G, Rozhkov N, Chen Y-CA, Luo Y, Sachidanandam R, Toth KF, Patel D, Aravin AA (2014). Transgenerationally inherited piRNAs trigger piRNA biogenesis by changing the chromatin of piRNA clusters and inducing precursor processing. Genes & Development.

[bib47] Li XY, Harrison MM, Villalta JE, Kaplan T, Eisen MB (2014). Establishment of regions of genomic activity during the *Drosophila* maternal to zygotic transition. eLife.

[bib48] Li J, Na L, Ma H, Zhang Z, Li T, Lin L, Li Q, Sun C, Li Y (2015). Multigenerational effects of parental prenatal exposure to famine on adult offspring cognitive function. Scientific Reports.

[bib49] Li C, Lumey LH (2017). Exposure to the Chinese famine of 1959–61 in early life and long-term health conditions: a systematic review and meta-analysis. International Journal of Epidemiology.

[bib50] Loh CH, van Genesen S, Perino M, Bark MR, Veenstra GJC (2021). Loss of PRC2 subunits primes lineage choice during exit of pluripotency. Nature Communications.

[bib51] Lyko F, Ramsahoye BH, Jaenisch R (2000). DNA methylation in *Drosophila melanogaster*. Nature.

[bib52] Malik VS, Popkin BM, Bray GA, Després JP, Willett WC, Hu FB (2010). Sugar-sweetened beverages and risk of metabolic syndrome and type 2 diabetes: a meta-analysis. Diabetes Care.

[bib53] Malik VS, Hu FB (2022). The role of sugar-sweetened beverages in the global epidemics of obesity and chronic diseases. Nature Reviews. Endocrinology.

[bib54] Margueron R, Reinberg D (2011). The Polycomb complex PRC2 and its mark in life. Nature.

[bib55] Masuyama H, Hiramatsu Y (2012). Effects of a high-fat diet exposure in utero on the metabolic syndrome-like phenomenon in mouse offspring through epigenetic changes in adipocytokine gene expression. Endocrinology.

[bib56] May CE, Vaziri A, Lin YQ, Grushko O, Khabiri M, Wang QP, Holme KJ, Pletcher SD, Freddolino PL, Neely GG, Dus M (2019). High dietary sugar reshapes sweet taste to promote feeding behavior in *Drosophila melanogaster*. Cell Reports.

[bib57] Miska EA, Ferguson-Smith AC (2016). Transgenerational inheritance: Models and mechanisms of non-DNA sequence-based inheritance. Science.

[bib58] Mlodzik M, Gehring WJ (1987). Expression of the caudal gene in the germ line of *Drosophila*: formation of an RNA and protein gradient during early embryogenesis. Cell.

[bib59] Moore RS, Kaletsky R, Lesnik C, Cota V, Blackman E, Parsons LR, Gitai Z, Murphy CT (2021). The role of the Cer1 transposon in horizontal transfer of transgenerational memory. Cell.

[bib60] Nässel DR, Kubrak OI, Liu Y, Luo J, Lushchak OV (2013). Factors that regulate insulin producing cells and their output in *Drosophila*. Frontiers in Physiology.

[bib61] Nekrasov M, Klymenko T, Fraterman S, Papp B, Oktaba K, Köcher T, Cohen A, Stunnenberg HG, Wilm M, Müller J (2007). Pcl-PRC2 is needed to generate high levels of H3-K27 trimethylation at Polycomb target genes. The EMBO Journal.

[bib62] Öst A, Lempradl A, Casas E, Weigert M, Tiko T, Deniz M, Pantano L, Boenisch U, Itskov PM, Stoeckius M, Ruf M, Rajewsky N, Reuter G, Iovino N, Ribeiro C, Alenius M, Heyne S, Vavouri T, Pospisilik JA (2014). Paternal diet defines offspring chromatin state and intergenerational obesity. Cell.

[bib63] Painter RC, de Rooij SR, Bossuyt PM, Phillips DI, Osmond C, Barker DJ, Bleker OP, Roseboom TJ (2006). Blood pressure response to psychological stressors in adults after prenatal exposure to the Dutch famine. Journal of Hypertension.

[bib64] Palanker Musselman L, Fink JL, Narzinski K, Ramachandran PV, Sukumar Hathiramani S, Cagan RL, Baranski TJ (2011). A high-sugar diet produces obesity and insulin resistance in wild-type *Drosophila*. Disease Models & Mechanisms.

[bib65] Park JH, Kim SH, Lee MS, Kim MS (2017). Epigenetic modification by dietary factors: Implications in metabolic syndrome. Molecular Aspects of Medicine.

[bib66] Pendergast JS, Branecky KL, Yang W, Ellacott KLJ, Niswender KD, Yamazaki S (2013). High-fat diet acutely affects circadian organisation and eating behavior. The European Journal of Neuroscience.

[bib67] Peng JC, Valouev A, Liu N, Lin H (2016). Piwi maintains germline stem cells and oogenesis in *Drosophila* through negative regulation of Polycomb group proteins. Nature Genetics.

[bib68] Pool AH, Scott K (2014). Feeding regulation in *Drosophila*. Current Opinion in Neurobiology.

[bib69] Porte D, Baskin DG, Schwartz MW (2002). Leptin and insulin action in the central nervous system. Nutrition Reviews.

[bib70] Qi W, Yang Z, Lin Z, Park JY, Suh GSB, Wang L (2015). A quantitative feeding assay in adult *Drosophila* reveals rapid modulation of food ingestion by its nutritional value. Molecular Brain.

[bib71] Qi W, Wang G, Wang L (2021). A novel satiety sensor detects circulating glucose and suppresses food consumption via insulin-producing cells in *Drosophila*. Cell Research.

[bib72] Rajan A, Perrimon N (2012). *Drosophila* cytokine unpaired 2 regulates physiological homeostasis by remotely controlling insulin secretion. Cell.

[bib73] Ravelli A, van der Meulen J, Michels R, Osmond C, Barker D, Hales C, Bleker O (1998). Glucose tolerance in adults after prenatal exposure to famine. The Lancet.

[bib74] Rechavi O, Houri-Ze’evi L, Anava S, Goh WSS, Kerk SY, Hannon GJ, Hobert O (2014). Starvation-induced transgenerational inheritance of small RNAs in *C. elegans*. Cell.

[bib75] Ryu JH, Kim SH, Lee HY, Bai JY, Nam YD, Bae JW, Lee DG, Shin SC, Ha EM, Lee WJ (2008). Innate immune homeostasis by the homeobox gene caudal and commensal-gut mutualism in *Drosophila*. Science.

[bib76] Schulz LC (2010). The Dutch Hunger Winter and the developmental origins of health and disease. PNAS.

[bib77] Skvortsova K, Iovino N, Bogdanović O (2018). Functions and mechanisms of epigenetic inheritance in animals. Nature Reviews. Molecular Cell Biology.

[bib78] Somer RA, Thummel CS (2014). Epigenetic inheritance of metabolic state. Current Opinion in Genetics & Development.

[bib79] Stegemann R, Buchner DA (2015). Transgenerational inheritance of metabolic disease. Seminars in Cell & Developmental Biology.

[bib80] Sung H, Vesela I, Driks H, Ferrario CR, Mistretta CM, Bradley RM, Dus M (2022). High-sucrose diet exposure is associated with selective and reversible alterations in the rat peripheral taste system. Current Biology.

[bib81] Tang R, Jiang Z, Chen F, Yu W, Fan K, Tan J, Zhang Z, Liu X, Li P, Yuan K (2020). The Kinase activity of *Drosophila* BubR1 is required for insulin signaling-dependent stem cell maintenance. Cell Reports.

[bib82] Tie F, Banerjee R, Stratton CA, Prasad-Sinha J, Stepanik V, Zlobin A, Diaz MO, Scacheri PC, Harte PJ (2009). CBP-mediated acetylation of histone H3 lysine 27 antagonizes *Drosophila* Polycomb silencing. Development.

[bib83] Tobi EW, Goeman JJ, Monajemi R, Gu H, Putter H, Zhang Y, Slieker RC, Stok AP, Thijssen PE, Müller F, van Zwet EW, Bock C, Meissner A, Lumey LH, Eline Slagboom P, Heijmans BT (2014). DNA methylation signatures link prenatal famine exposure to growth and metabolism. Nature Communications.

[bib84] Tracey WD, Ning X, Klingler M, Kramer SG, Gergen JP (2000). Quantitative analysis of gene function in the *Drosophila* embryo. Genetics.

[bib85] Vahid F, Zand H, Nosrat-Mirshekarlou E, Najafi R, Hekmatdoost A (2015). The role dietary of bioactive compounds on the regulation of histone acetylases and deacetylases: a review. Gene.

[bib86] van Dam E, van Leeuwen LAG, Dos Santos E, James J, Best L, Lennicke C, Vincent AJ, Marinos G, Foley A, Buricova M, Mokochinski JB, Kramer HB, Lieb W, Laudes M, Franke A, Kaleta C, Cochemé HM (2020). Sugar-induced obesity and insulin resistance are uncoupled from shortened survival in *Drosophila*. Cell Metabolism.

[bib87] Vaziri A, Khabiri M, Genaw BT, May CE, Freddolino PL, Dus M (2020). Persistent epigenetic reprogramming of sweet taste by diet. Science Advances.

[bib88] Wan QL, Meng X, Wang C, Dai W, Luo Z, Yin Z, Ju Z, Fu X, Yang J, Ye Q, Zhang ZH, Zhou Q (2022). Histone H3K4me3 modification is a transgenerational epigenetic signal for lipid metabolism in *Caenorhabditis elegans*. Nature Communications.

[bib89] Wang X, Moazed D (2017). DNA sequence-dependent epigenetic inheritance of gene silencing and histone H3K9 methylation. Science.

[bib90] Wang C, Lin H (2021). Roles of piRNAs in transposon and pseudogene regulation of germline mRNAs and lncRNAs. Genome Biology.

[bib91] Wei Y, Yang CR, Wei YP, Zhao ZA, Hou Y, Schatten H, Sun QY (2014). Paternally induced transgenerational inheritance of susceptibility to diabetes in mammals. PNAS.

[bib92] Wu Z, Isik M, Moroz N, Steinbaugh MJ, Zhang P, Blackwell TK (2019). Dietary restriction extends lifespan through metabolic regulation of innate immunity. Cell Metabolism.

[bib93] Xia B, Gerstin E, Schones DE, Huang W, Steven de Belle J (2016). Transgenerational programming of longevity through E(z)-mediated histone H3K27 trimethylation in *Drosophila*. Aging.

[bib94] Yang Z, Huang R, Fu X, Wang G, Qi W, Mao D, Shi Z, Shen WL, Wang L (2018). A post-ingestive amino acid sensor promotes food consumption in *Drosophila*. Cell Research.

[bib95] Yu Y, Huang R, Ye J, Zhang V, Wu C, Cheng G, Jia J, Wang L (2016). Regulation of starvation-induced hyperactivity by insulin and glucagon signaling in adult *Drosophila*. eLife.

[bib96] Zenk F, Loeser E, Schiavo R, Kilpert F, Bogdanović O, Iovino N (2017). Germ line-inherited H3K27me3 restricts enhancer function during maternal-to-zygotic transition. Science.

How the deposited data were processed for this re-analysis (not part of the article)

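Head RNA-seq of 6 libraries was used, 3 from ND flies and 3 from HSD-F1 flies, each made from 15 heads of 5-day-old females. The authors mapped paired-end reads to the Drosophila genome, kept uniquely mapped reads and deposited 1 table per library with the count of reads on each of 17545 genes, without normalization and without pooling replicates. The paper's methods describe expression as FPKM, but the deposited values were whole-number counts, and no FPKM table was used here. The mapper, the counting program, the gene annotation release, the use of strand and the read filters are not named in the paper's text, and Supplementary file 3 names DESeq2 for the authors' comparison. Because the use of strand is not stated, overlaps of named genes with another gene are reported.

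Locus tags were matched to symbols and positions in RefSeq's gene table of Release 6, which held 17504 of the 17545 genes and gave 17487 of them the same start and end as the count tables. The libraries held between 20266352 and 26190694 counts, with a median of 25365211 in ND and 26063143 in HSD-F1. The 10 genes with the most counts took from 15.7% to 18.7% of a library. At this depth a gene with 3 or fewer counts in every library of a group was treated as at the limit of detection. With all 6 libraries, a fold change of a named gene against such a group is given as a bound on the ratio of the means. This bound leaves out the spread between libraries. Where leaving out libraries brought cad to this limit, the fitted value is printed and read for its direction only.

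Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1. Genes with at least 10 counts over the 6 libraries were kept, which left 12048 genes. Counts were scaled with TMM and tested with glmQLFit and glmQLFTest, with group as the only term. The standard error of a log2 fold change was taken from the fitted coefficient and the F statistic. DEG were counted with the paper's thresholds, an unadjusted p-value under 0.05 and a 1.5-fold change, and again with the Benjamini-Hochberg adjusted p-value under 0.05 in place of the unadjusted one. Single genes were also compared with a two-sided exact permutation test of CPM over the 20 assignments of the libraries to the groups. The models were tested on simulated counts in which 200 of 11882 genes were changed 2-fold. The edgeR test recovered 89.5% of the changed genes at the unadjusted threshold, where it also called 206 unchanged genes. At the adjusted threshold it recovered 69.5% and called 10 unchanged genes. The changed genes were drawn from those above a minimum mean count, and the dispersion followed the trend over expression. Recovery could be lower for genes with fewer counts or with more variation than this trend.

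The genes named were cad, upd2, Ptx1, GATAe and nub, the genes the paper measured by quantitative RT-PCR, Gr5a, and up to 5 of the largest rises and falls among genes with an adjusted p-value under 0.05 whose groups did not overlap. Of each gene list, up to 3 of the most abundant members could also be named. The 10 gene lists, of 137 genes in all, covered PRC2 genes, sweet gustatory receptors, insulin-like peptides, head fat body genes, ovary and egg genes, male genes, antimicrobial peptide and Bomanin genes, Turandot genes, heat shock genes and clock genes. Each list, and the set of genes with gained H3K27me3 in both lists of Supplementary file 1 within 1 kb of the transcription start site, was tested with camera (inter-gene correlation 0.01) on log2 CPM with a prior count of 2. Camera with an estimated correlation and fry were the alternatives. No overlap was tested on Supplementary file 2, which is held here only in part.

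The samples, tests, lists and the rule for named genes were fixed before the data were examined, together with alternatives of the normalization, the filter, the fold-change threshold, the test (DESeq2, limma-voom, robust dispersion), a block for the replicate number, the ovary and egg genes as a covariate, the H3K27me3 lists and window, and leaving out each library in turn. After the data were seen, 3 settings were added, namely DESeq2 on all genes with at least 1 count, DESeq2 with a block for the replicate number, and replicates 1 and 2 of each group only, and the covariate was then also read at the adjusted threshold. Reads, ChIP-seq signal, quantitative RT-PCR and behavior were not analysed here.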

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

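Leaving out libraries and the head fat body genes were set as tests of the antimicrobial peptide and Bomanin list in advance, as were the splits of the samples, whereas the tests on summed reads, gene length, simulated data, overlapping genes, and the Turandot and heat shock lists were chosen after the results were seen.

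The paper does not discuss immune genes in heads, and antimicrobial peptide and Bomanin genes rose in HSD-F1 heads. The median log2 fold change of the 26 genes was 1.15, 25 of them were higher, and camera with a preset correlation gave p = 1.0e-15. Supplementary file 3 lists 12 of the 26, 12 of them upregulated. In edgeR's test, 15 members had an unadjusted p-value under 0.05, 12 an adjusted one when adjusted over the list alone, and 2 (Mtk and BomBc1) over the genes tested. The groups did not overlap in 13 of the 26 genes, all of them higher in HSD-F1, where chance separates 10% of genes in either direction. The call of the list depended on the set test. Camera with the correlation estimated from the data gave an adjusted p = 0.31, with an estimated correlation of 0.41 between members, and fry gave an adjusted p = 0.18. The most abundant members were BomS3 (770 ± 206 CPM in ND and 1366 ± 747 CPM in HSD-F1, SD of 3 replicates), AttC (434 ± 345 and 1523 ± 415 CPM) and Dro (182 ± 183 and 1721 ± 413 CPM). A larger share of fat body in the HSD-F1 heads would raise the fat body genes alike, but the median log2 fold change of the 8 head fat body genes was -0.10, and Yp3, their most abundant member, had 27350 ± 3332 CPM in ND and 25492 ± 2378 CPM in HSD-F1. No single library carried the rise, since the lowest median with a library left out was 0.97. Reads moved between near-identical members would leave their sum unchanged, yet the sum was 1931, 3079 and 5462 CPM in the ND libraries and 8377, 8703 and 13327 CPM in the HSD-F1 libraries, and the lowest HSD-F1 library had 1.53 times the sum of the highest ND library. Genes matched on exonic length and expression had a median log2 fold change of 0.078. The rise may therefore be biological, as a hypothesis from these 6 libraries. The diet of the mothers, and exposure to microbes in the vials, for which neither the paper nor the labels give a record per replicate, stay open and were not tested.

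Turandot genes, which the paper does not discuss, were also higher in HSD-F1 heads, with a median log2 fold change of 0.72 over the 5 genes tested, 5 of them higher, and p = 2.8e-06 from camera with the preset correlation. Supplementary file 3 lists 4 genes of the list as upregulated. In edgeR's test 4 members had an adjusted p-value under 0.05 when adjusted over the list alone and 0 over the genes tested, against 4 at the unadjusted threshold. With fry the adjusted p was 0.18 and with the correlation estimated from the data 0.31. Leaving out a library gave medians from 0.65 to 1.25, the highest without ND replicate 2, in which TotM was 5505 counts against 1795 and 2121 in the other ND libraries. Genes matched on length and expression had a median of 0.053. TotA (514 ± 184 against 818 ± 103 CPM) and TotC (145 ± 52.0 against 322 ± 38.2 CPM) did not overlap between the groups, whereas TotM (121 ± 76.5 against 191 ± 66.1 CPM) did. Reads moved between these similar genes would leave their sum unchanged, but the sum was 833, 1087 and 517 CPM in the ND libraries and 1451, 1487 and 1213 CPM in the HSD-F1 libraries, and the lowest HSD-F1 library had 1.12 times the sum of the highest ND library. The diet of the mothers stays open and was not tested.

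Heat shock genes had a median log2 fold change of 0.44 over 12 genes, 12 of them higher, with p = 1.4e-04 from camera with the preset correlation, an adjusted p of 0.43 with the estimated correlation and of 0.57 with fry. Supplementary file 3 lists 4 of the genes as upregulated. In edgeR's test 3 members had an unadjusted p-value under 0.05, 0 an adjusted one over the list alone and 0 over the genes tested. The size of the rise, not its direction, depended on single libraries. The median was 0.21 without ND replicate 3 and 0.92 without ND replicate 2, and camera with the preset correlation passed without each library in turn (adjusted p from 2.8e-06 to 0.015). Length and expression are an unlikely source, since matched genes had a median of -0.027. The 3 most abundant members changed little, with log2 fold changes of 0.10 for stv, 0.11 for DnaJ-1 and 0.32 for Hsp23, none of them with an adjusted p-value under 0.05. The larger changes were in Hsp70 genes, whose near-identical copies could have shared reads. Their sum over 6 genes was 14.3, 15.3 and 12.3 CPM in ND and 17.2, 18.6 and 36.1 CPM in HSD-F1, so that the lowest HSD-F1 library had 1.12 times the sum of the highest ND library, but the groups differed by less than the SD of 10.5 CPM in HSD-F1. Reads shared between the copies, and how far single libraries set the size of the rise, therefore cannot be told apart from a difference between the groups, and the diet of the mothers stays open.

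The 8 genes with an adjusted p-value under 0.05 in edgeR's test lie outside those the paper discusses, and the paper's text does not name them. Their log2 fold changes were 5.98 for CG43920, 5.37 for SPH93, 3.25 for CG18563, 3.25 for CG45045, 1.97 for Mtk, 1.96 for BomBc1, 1.77 for Bin1 and 1.75 for GNBP-like3. The last 3 genes fell outside the rule for named genes and were chosen after their values were seen. Each of the 8 was higher in every HSD-F1 library than in every ND library. CG43920 had counts of 15, 11 and 36 in ND and 1429, 375 and 1742 in HSD-F1, and SPH93 had 6, 7 and 4 against 130, 359 and 194. The 8 genes also passed with DESeq2's size factors, with no scaling factor and with DESeq2, which called 25 genes in all. With limma-voom 5 of them passed and with the robust dispersion 6. Leaving out 1 library kept between 4 and 8 of them. Without ND replicate 1, ND replicate 2 or HSD-F1 replicate 3, Bin1, CG43920, CG45045 and Mtk no longer passed, without HSD-F1 replicate 1 CG43920 and Mtk did not, and without HSD-F1 replicate 2 Bin1 and CG45045 did not. Of the 8 genes, 6 overlap another gene, on the same strand for CG45045 and Mtk and on the opposite strand for the others. Reads taken from these neighbors would need the neighbors to rise, and their log2 fold changes lay between -0.21 and 0.29. Of the 10 splits of the 6 samples into groups of 3, 1, the real one, gave as many genes at the adjusted threshold, and the others gave 0 each. This share is the smallest the design allows, so the splits alone decide nothing. In 20 simulated data sets without any change the same test called at most 1 gene at the adjusted threshold. The simulated genes were independent, with a dispersion set by the trend over expression. They therefore do not decide whether the 8 arose without a change. A strain difference between the groups was not tested, and the diet of the mothers stays open.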

How the results depend on the processing

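Counts of DEG moved more with the filter and the test than with the normalization. At the unadjusted threshold, DESeq2's size factors and no scaling factor each gave 218 genes, as TMM did. At least 10 counts in every library gave 119 (82 upregulated and 37 downregulated), with fewer genes tested, and filterByExpr gave 52 downregulated genes. DESeq2 on the same genes gave 140 (86 upregulated). Without a fold-change threshold the counts were 611, 351 and 260, and with a 2-fold threshold 136 genes passed, 44 of them downregulated. At the adjusted threshold, where 8 genes rose and 0 fell, DESeq2 gave 25 (22 up and 3 down), limma-voom 5 (5 up), all genes with at least 1 count 1 downregulated gene, and the robust dispersion 1 downregulated gene. Apart from fewer genes or another threshold, the cause was not tested.

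Of the settings chosen after seeing the data, the ovary and egg genes as a covariate gave 24 genes at the adjusted threshold (21 up and 3 down), and DESeq2 on all genes with at least 1 count gave 133 DEG (84 up and 49 down) and 25 at the adjusted threshold (22 up and 3 down). Replicates 1 and 2 of each group only gave 18 at the adjusted threshold (13 up and 5 down). DESeq2 with a replicate block gave 119 (75 up and 44 down), 42 of them at the adjusted threshold (33 up and 9 down), a log2 fold change of -2.59 for cad, with an unadjusted p-value under 0.05, of -0.0084 for GATAe, which reversed it, and 1 downregulated gene with gained H3K27me3.

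Neither the labels nor the paper say that a replicate number marks a shared batch or day, and the values did not show it for every number. The first principal component (39.2% of the variance) set replicate 3 of both groups apart. Deviations from the group means were also compared between libraries of the same number, over 9417 genes with a mean of at least 1 CPM. Pearson's r was 0.37 for replicate 1, -0.05 for replicate 2 and 0.37 for replicate 3. Spearman's rho was 0.16, 0.13 and 0.0010 in the same order, so which numbers correlated depended on the measure. With the replicate block in edgeR, 264 genes passed the unadjusted threshold and 38 the adjusted one (28 up and 10 down). The log2 fold change of cad was -2.56 with an unadjusted p-value under 0.05, the number of downregulated genes with gained H3K27me3 was 1, namely cad, and the median of the male genes was -0.048 in place of 0.0021.

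The direction of cad held in each setting, but its side of the unadjusted threshold of 0.05 did not. It passed at -2.57 with no scaling factor, at -2.54 on all genes with at least 1 count, and at -2.64 with DESeq2 on either set of genes. Leaving out a library gave fitted values from -4.01 without HSD-F1 replicate 3, which passed, to -1.28 without ND replicate 3. The value of -4.01 rests on HSD-F1 counts of 1 and 0, at the limit of detection, so only its direction is read. With the ovary and egg genes as a covariate the value was -1.69. With replicates 1 and 2 of each group only it was -2.76, which rests on the same HSD-F1 counts of 1 and 0. Neither passed. The adjusted p-value of cad lay between 0.39 and 1.0 over all settings. upd2 kept its direction and an unadjusted p-value under 0.05 in 17 of 17 settings. cad, upd2 and GATAe had too few counts for the filters of at least 10 counts in every library and filterByExpr, and these give no value for them. Their depth, with at most 24 counts in a library, limits what can be said of their fold changes.

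GATAe reversed to -0.27 with limma-voom, and ranged from -1.10 (without HSD-F1 replicate 2) to 1.17 with a library left out. nub ranged from -0.55 to -0.23, and passed the unadjusted threshold without HSD-F1 replicate 2 only. Gr5a reversed to -0.055 with limma-voom and ranged from -0.26 to 0.43. Su(z)12 ranged from -0.10 to 0.056 and Ilp2 from -0.36 to 0.055. Among other named genes, 16 further changes were losses of an adjusted p-value under 0.05 by a gene that rose, with its direction kept.

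Leaving out a library gave from 4 to 21 genes at the adjusted threshold, from 4 to 17 of them upregulated and from 0 to 4 downregulated, with the highest counts without ND replicate 3. The number of downregulated genes with gained H3K27me3 was 1 with no scaling factor, with all genes with at least 1 count, with DESeq2 on either set of genes, and without ND replicate 2 or HSD-F1 replicate 3, and the gene was cad. It was also 1, with a gene other than cad, without HSD-F1 replicate 2, so that leaving out a library gave from 0 to 1.

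Among the lists, the medians of 0.72 for Turandot, 1.15 for antimicrobial peptide and Bomanin, 0.44 for heat shock and -0.81 for ovary and egg genes passed with camera at a preset correlation and not with an estimated correlation or fry. The ovary and egg genes also failed with no scaling factor (-0.85), with at least 10 counts in every library (-0.45) and with filterByExpr (-0.49), as well as without HSD-F1 replicate 1 (-0.68) or 2 (-0.58), and ranged from -1.18 (without ND replicate 1) to 0.35 (without ND replicate 3), which reversed the direction and passed. With a library left out, the PRC2 genes ranged from -0.042 to 0.058, clock genes from -0.26 to 0.32, head fat body genes from -0.23 to -0.010, passing without ND replicate 2 or HSD-F1 replicate 1, insulin-like peptides from -0.49, passing without HSD-F1 replicate 3, to -0.0041, sweet gustatory receptors from -0.12 to 0.43 and male genes from -0.029 to 0.33. The male genes, 4 in number, also reversed to -0.0040 with DESeq2's size factors, -0.025 with no scaling factor and -0.18 with filterByExpr. The causes of these changes were not tested.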

Differences from the paper's values

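The paper reports 133 DEG, and edgeR's quasi-likelihood test gave 218. The paper's Supplementary file 3 lists 84 upregulated genes against 137 here, and the paper reports 49 downregulated genes against 81 here. Of the alternatives set before the data were examined, DESeq2 on the same genes (140, 86 and 54), at least 10 counts in every library (119, 82 and 37), filterByExpr (152, 100 and 52) and a 2-fold threshold (136, 92 and 44) came within 1.5 times of the paper's counts for the total, the upregulated and the downregulated genes. The upregulated count also did so without HSD-F1 replicate 3 (116). The other normalizations, all genes with at least 1 count, limma-voom, the robust dispersion, the replicate block, the covariate, no fold-change threshold and leaving out any other library did not. DESeq2 on all genes with at least 1 count, a setting chosen after seeing the values, gave 133 genes, of which 133 are those of Supplementary file 3, with 84 upregulated and 49 downregulated. Over these genes the log1.5 fold changes differed from the paper's by at most 4.3e-05 and the p-values by at most 5.0e-08. In this setting 25 of the 133 genes had an adjusted p-value under 0.05, and 3 had none because DESeq2 gives it as not available. Of the other settings chosen after seeing the values, DESeq2 with a replicate block also came within 1.5 times of the paper's counts, and replicates 1 and 2 of each group only (239, 143 and 96) did not.

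The paper counts cad among the downregulated genes. In edgeR's test its log1.5 fold change was -4.34, against the paper's -4.51, but its p-value did not pass the paper's threshold. The settings that called it were DESeq2 on the same genes, all genes with at least 1 count, no scaling factor, the replicate block, leaving out ND replicate 2, leaving out HSD-F1 replicate 3 and, both chosen after seeing the values, DESeq2 on all genes with at least 1 count and DESeq2 with a replicate block. The paper names cad and upd2 as downregulated genes in regions with gained H3K27me3. On the shorter lists of Supplementary file 1, 0 of 81 downregulated genes had such a region of both lists within 1 kb, 0 within 2 kb and 0 with a region of either list, and upd2 had none in either list. The paper used the longer lists of Supplementary file 2, on which no overlap was tested here.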

Other observations

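The clock, fat body, male and H3K27me3 tests between groups, the relation of cad with ovary genes and the splits of the samples were set in advance, whereas the comparison of replicate 3 with replicates 1 and 2 and the simulated data sets without change were chosen after the results were seen.

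The number of DEG at the unadjusted threshold was above that of simulated data without any change, by a small margin. The 20 simulated data sets had no changed gene. Each gene kept its mean over these libraries, with a dispersion taken from the trend over expression. In them edgeR's test called between 165 and 211 genes at p under 0.05 and 1.5-fold, with a median of 192, against 218 in the real comparison. The simulated genes varied independently of each other and replicate 3 was not set apart, so the margin could differ in simulations closer to these libraries. DESeq2 called between 110 and 135 in the same data sets, against 140 in the real comparison on the same 12048 genes. At the adjusted threshold the simulated data sets gave from 0 to 1 genes with edgeR and from 0 to 3 with DESeq2, against 8 and 25. Of the 10 splits of the 6 samples into groups of 3, 4 gave at least 218 genes at the unadjusted threshold, the real one included, and the other 3 of these gave 289, 272 and 223. The largest, 289, set ND replicates 1 and 2 and HSD-F1 replicate 1 against the rest. Each of these 3 put replicate 3 of both groups on one side, and replicate 3 is also set apart by the clock genes below. A further split with both on one side gave 164, and the splits that parted them, besides the real one, gave from 104 to 208. With replicates 1 and 2 of each group only, a setting chosen after seeing the data, 239 genes passed. The values suggest that many of the genes called at the unadjusted threshold could be calls that arise without a change, which does not say which ones.

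The ovary and egg list had a median log2 fold change of -0.81 over 35 genes, 32 of them lower in HSD-F1 heads, with p = 0.0135 from camera with a preset correlation (adjusted p = 0.037) and an adjusted p = 0.97 with an estimated correlation. With the 4 genes that had 3 or fewer counts in each library of a group placed at their bound, the median was -0.67. Without ND replicate 3 the median was 0.35. Of the 35 genes, 17 had a mean of at least 1 CPM in these heads and 0 are in Supplementary file 3. The most abundant, bru1 (89.9 ± 5.82 CPM in ND and 87.7 ± 1.17 CPM in HSD-F1, SD of 3 replicates) and orb (25.4 ± 0.644 and 24.4 ± 6.09 CPM), did not differ, whereas Cp7Fb had 12.1 ± 14.1 and 5.64 ± 2.43 CPM. As a hypothesis, ovary or egg RNA in ND replicate 3 could have contributed cad reads, since cad mRNA may be carried by eggs. Over the 6 libraries the mean log2 CPM of the list correlated with the CPM of cad at Pearson's r = 0.90 (exact permutation p = 0.0542, adjusted 0.108 over 2 relations) and Spearman's rho = 0.54 (exact permutation p = 0.297, adjusted 0.594). Without ND replicate 3 and HSD-F1 replicate 3 the correlation was -0.02, so the relation rests on those samples. For upd2, r was 0.55 (exact permutation p = 0.242, adjusted 0.242), rho was 0.09 (exact permutation p = 0.919, adjusted 0.919) and r without the same libraries was -0.63. With the list as a covariate the log2 fold change of cad was -1.69. Without replicate 3 of both groups, a setting chosen after seeing the data, its fitted value was -2.76 with a standard error of 1.64. That fit had HSD-F1 counts of 1 and 0, at the limit of detection, so only its direction is read. Neither value passed the unadjusted threshold. Ovary RNA in this library and a lower cad mRNA in HSD-F1 heads cannot be told apart with so few counts, and the mothers' diet stays open.

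Clock genes set replicate 3 of both groups apart. In 14 of 14 comparisons, per, tim, vri, Pdp1 and cwo were higher, and Clk and cry lower, in replicate 3 than in replicates 1 and 2 of the same group, where 4.67 would be met by chance if the genes were independent, which they are not. Mean log2 CPM of vri and Pdp1 minus that of Clk and cry was 0.16, 0.28 and 1.60 in ND replicates and 0.43, 0.34 and 1.67 in HSD-F1 replicates. A candidate explanation is that replicate 3 of both groups was collected at another time of day, which the paper and the labels do not give. The test was made on the genes in which the pattern was seen, so that it leaves this open. Between the groups this difference was 0.13. Its SD of 0.799 in ND and 0.742 in HSD-F1 holds the shift of replicate 3 and does not show whether the groups differ by this much. Taken between libraries of the same number, the difference had an SD of 0.116, with HSD-F1 higher at each number. The numbers are not shown to pair the samples, so the question stays open. to (takeout), chosen after its values were seen, fell from 116 ± 40.7 CPM in ND to 72.5 ± 11.0 CPM in HSD-F1 heads, and a small difference in time of day between the groups cannot be told apart from another cause. The 7 clock genes had a median log2 fold change of -0.11 between the groups and an adjusted p = 0.97 with camera. The most abundant were Pdp1, cry and tim.

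Male tissue in the HSD-F1 libraries is unlikely to be the source of upregulated genes, since roX1 had a log2 fold change of -0.085. Of the 15 male genes in the list 4 were tested, with a median of 0.0021 (and of -0.04 with the 1 gene at its bound), and 1 of them had a mean of at least 1 CPM. The most abundant were roX1, roX2 and Mst87F.

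From embryo and head samples, the paper concludes that gained H3K27me3 lowers the expression of cad. It reports no downregulation of Ptx1, GATAe and nub, where it describes the mark as elevated too. In the lists of Supplementary file 1, Ptx1 had a gained region within 1 kb of the transcription start site in ChIP-seq replicate 2 only. GATAe and nub had no gained region in these lists. As a wider hypothesis, which the paper does not state, the 34 genes with gained H3K27me3 at the transcription start site could be lower as a set. However, their median log2 fold change in HSD-F1 heads was 0.032, with a 95% bootstrap interval from -0.02 to 0.08 over the genes. This interval leaves out the variation between replicates. With each library left out in turn the median ranged from 0.020 to 0.071. The median of the other genes was -0.0028. A fall of single genes, cad among them, is not excluded by this median.

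Apart from cad and upd2, the genes the paper measured by quantitative RT-PCR in other samples had log2 fold changes from -0.25 to 0.24 in these heads, none with an adjusted p-value under 0.05 in edgeR's test or in the alternatives run for them. They were 0.13 for Pcl, -0.04 for E(z), -0.03 for Su(z)12, 0.15 for esc, 0.08 for Caf1-55, -0.18 for Utx, 0.24 for nej, -0.12 for Ilp2 and -0.25 for Ilp5. nej had an unadjusted p-value under 0.05, which it kept in 12 of 15 other settings and lost without ND replicate 1, 2 or 3. The values of Pcl, Ilp2 and Ilp5 depended on single HSD-F1 libraries. Without HSD-F1 replicate 3 the log2 fold changes were -0.62 for Ilp5, -0.36 for Ilp2 and 0.27 for Pcl, each with an unadjusted p-value under 0.05, and without HSD-F1 replicate 1 they were -0.063, 0.055 and 0.0099. Utx passed the unadjusted threshold without HSD-F1 replicate 2, at -0.25. esc, Ilp2, Ilp5 and E(z) overlap other genes. The sign was reversed for Su(z)12, at 0.056, without HSD-F1 replicate 3. Gr5a had 12, 8 and 7 counts in ND and 9, 13 and 4 in HSD-F1 replicates, a log2 fold change of 0.05 with a standard error of 0.50. The median log2 fold change was -0.01 for 8 PRC2 genes (Jarid2, jing and Su(z)12 the most abundant), 0.26 for 5 sweet gustatory receptors (Gr64f, Gr43a and Gr61a the most abundant) and -0.19 for 4 insulin-like peptides (Ilp6, Ilp2 and Ilp5 the most abundant), with adjusted p-values from camera of 0.95, 0.66 and 0.66. No gene of these 3 lists had an adjusted p-value under 0.05 over its list alone, and Ilp6 had an unadjusted one.

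In edgeR's test on the 6 libraries with group as the only term, 0 genes were lower in HSD-F1 heads with an adjusted p-value under 0.05, against 81 at the unadjusted thresholds. Other settings gave some, with the highest number, 10, from the replicate block in edgeR. DESeq2 gave 3, the ovary and egg genes as a covariate 3, and leaving out ND replicate 3 gave 4. The robust dispersion, all genes with at least 1 count and leaving out HSD-F1 replicate 1 gave 1 each. Of the settings chosen after seeing the data, DESeq2 with a replicate block gave 9 and replicates 1 and 2 of each group only gave 5. The nearest in the first test, chosen after its values were seen, was CG34227, which fell from 24.0 ± 1.87 CPM in ND to 13.4 ± 1.37 CPM in HSD-F1 heads (SD of 3 replicates), with a log2 fold change of -0.84 and an adjusted p = 0.0749 in edgeR's test.

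The source data of the RNA-seq panels are on 2 scales. In Figure 5E the values of cad equal counts relative to library totals, divided by the ND mean, to within 2.2e-06. In Figure 5—figure supplement 1C and 2B the values of upd2, Ptx1, GATAe and nub equal counts divided by the ND mean without a correction for library size, to within 4.2e-06, and differ from the corrected values by up to 0.211. With the correction, the mean of HSD-F1 relative to ND changes from 0.133 to 0.130 for upd2, from 1.01 to 1.06 for Ptx1, from 1.42 to 1.46 for GATAe and from 0.709 to 0.750 for nub.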
